# Human PNPase causes RNA stabilization and accumulation of R-loops in the *Escherichia coli* model system

**DOI:** 10.1038/s41598-023-38924-x

**Published:** 2023-07-21

**Authors:** Federica A. Falchi, Francesca Forti, Cristina Carnelli, Aurelia Genco, Roberto Pizzoccheri, Caterina Manzari, Giulio Pavesi, Federica Briani

**Keywords:** RNA metabolism, Bacterial genetics, Genetics, Molecular biology

## Abstract

Polyribonucleotide phosphorylase (PNPase) is a phosphorolytic RNA exonuclease highly conserved throughout evolution. In *Escherichia coli*, PNPase controls complex phenotypic traits like biofilm formation and growth at low temperature. In human cells, PNPase is located in mitochondria, where it is implicated in the RNA import from the cytoplasm, the mitochondrial RNA degradation and the processing of R-loops, namely stable RNA–DNA hybrids displacing a DNA strand. In this work, we show that the human PNPase (hPNPase) expressed in *E. coli* causes oxidative stress, SOS response activation and R-loops accumulation. Hundreds of *E. coli* RNAs are stabilized in presence of hPNPase, whereas only few transcripts are destabilized. Moreover, phenotypic traits typical of *E. coli* strains lacking PNPase are strengthened in presence of the human enzyme. We discuss the hypothesis that hPNPase expressed in *E. coli* may bind, but not degrade, the RNA, in agreement with previous in vitro data showing that phosphate concentrations in the range of those found in the bacterial cytoplasm and, more relevant, in the mitochondria, inhibit its activity.

## Introduction

Polyribonucleotide phosphorylase (PNPase) is an evolutionarily conserved phosphorolytic exonuclease that degrades the RNA from 3′- to 5′-end in presence of phosphate (Pi) and Mg^2+^, producing NDPs. In vitro, it also catalyses the reverse template-independent NDP polymerization reaction leading to de novo synthesis of RNA molecules or 3′-end tailing of pre-existing RNAs^1–3^. *Escherichia coli* PNPase (hereafter EcPNPase) in vitro activity on RNA and its cellular function in RNA turnover and in the control of complex phenotypic traits, like biofilm formation and adaptation to the growth at sub-optimal temperature, have been extensively studied by different groups over the many years since bacterial PNPase discovery^1,4,5^. Global mRNA profiling of *E. coli* mutants lacking EcPNPase by RNA-Seq showed that the enzyme controls—directly or indirectly—the level of around 200 transcripts, with the 59% of RNAs increased and the others decreased in EcPNPase absence^6^. In a previous genome-wide analysis of *E. coli* transcription profile performed by microarray, an even higher number of RNAs whose level was modulated by EcPNPase was found (i.e. more than 500)^7^. Auto-regulation of the EcPNPase *pnp* gene is considered a paradigmatic example of post-transcriptional regulation. EcPNPase promotes *pnp* mRNA degradation by digesting a short non-coding RNA that protects it from RNase E-dependent endonucleolytic cleavage^8^. EcPNPase regulates its own expression also via other pathways not requiring the enzyme phosphorolytic activity, namely by binding the *pnp* mRNA and eliciting premature transcription termination and probably, translational repression^9–12^. Far less understood aspects related to EcPNPase are how (and if) small molecules reported to bind and modulate EcPNPase in vitro impact the enzyme activity in the bacterial cells^13–16^, and the EcPNPase role in DNA repair and oxidative stress response. In vitro, the enzyme degrades ssDNA molecules in presence of Pi and Mn^2+^ producing dNDPs. It can also catalyse template-independent polymerization of dNDPs and 3′-end tailing of DNA molecules^17,18^. In vivo, EcPNPase enhances homologous recombination, and *pnp* mutants are sensitive to UV radiation and defective in DNA repair of double-stranded breaks^17,19,20^. The mechanistic function of EcPNPase in DNA repair is unknown. It is still unclear also its role in the protection against oxidative stress, which was imputed to EcPNPase-dependent removal of oxidized RNA, for which such enzyme has high affinity^21^.

The studies on the human orthologous protein (hereafter hPNPase) began much more recently, when the human PNPase (hPNPase) cDNA was cloned and the protein shown to localize in mitochondria^22,23^. hPNPase is essential in mice and human cells, and severe pathological conditions with a wide spectrum of symptoms are caused by mutations in the hPNPase *PNPT1* gene^24–27^. RNA import from cytoplasm into mitochondria and degradation of mitochondrial RNAs are the main activities credited to hPNPase fractions located in the intermembrane space and in the matrix, respectively^28^. Interestingly, also EcPNPase can switch from an RNA degrading to an RNA carrier (and stabilizing) mode depending on the RNA substrate and the interaction with other proteins like the DEAD-box RNA helicase RhlB, which can unfold RNA secondary structures inhibiting EcPNPase activity^6,7,29,30^. Similarly, in the mitochondrial matrix hPNPase forms a complex with the DExH-box RNA helicase SUV3 able to efficiently degrade dsRNA^31–33^. The complex is involved in mitochondrial DNA homeostasis, a function that has been linked to its ability of removing R-loops, i.e. stable RNA–DNA hybrids displacing a DNA strand and potentially interfering with DNA replication^34^. Whether the human enzyme can bind and degrade DNA like its bacterial counterpart is unknown. Conversely, it is known that hPNPase can bind, but not degrade, oxidized RNA^35,36^. hPNPase is 40% identical to EcPNPase (Supplementary Fig. S1), and orthologues of the main EcPNPase interactors, namely RhlB and RNase E^1^, are absent in human cells. Human and *E. coli* PNPases differ as for their optimal Pi concentration for in vitro RNA phosphorolysis, which is around a 100-fold higher for the bacterial than the human enzyme (i.e. 10 vs. 0.1 mM). Indeed, hPNPase phosphorolytic activity was reported to be inhibited in vitro at phosphate concentrations in the range of those found in the *E. coli* cytoplasm^37–40^.

In this work, to get insight into hPNPase activity in a cellular context simpler than that of the human cell and containing high Pi^38^, we analysed the phenotype and global transcription profile of an *E. coli* strain expressing the human enzyme instead of the natural orthologue. We found that hPNPase cannot complement, and actually worsens, several phenotypes due to the lack of EcPNPase. hPNPase deeply impacts *E. coli* gene expression and triggers the SOS response, most likely by eliciting oxidative stress and accumulation of R-loops.

## Results

### Expression in *E. coli* of the *PNPT1*_*Ec*_ gene

We constructed by λ RED recombination^41^ an *E. coli* strain expressing human PNPase instead of the natural EcPNPase from the *pnp* chromosomal locus (strain C-6001, carrying the mutation Δ*pnp*::*PNPT1*_*Ec*_; Table 1 and Fig. 1A). The recombinant strain was designed so that transcription of the Δ*pnp*::*PNPT1*_*Ec*_ region (hereafter *PNPT1*_*Ec*_) from the *pnp* promoter produced an mRNA with the same 5′-UTR as the *pnp* transcript and the hPNPase open reading frame (ORF) with the *E. coli* codon usage^15^.

**Table 1:** Bacterial strains and plasmids.

Name	Relevant features	References
Bacterial strains		
C-1a	Prototroph	^42^
C-5691	C-1a Δ*pnp*-751	^43^
C-5692	C-5691 (DE3)	^13^
C-6001	C-1a Δ*pnp::PNPT1*_*Ec*_	This work
C-6009	C-1a *pnp-*His tag	This work
C-6011	C-1a Δ*pnp::PNPT1*_*Ec*_*-*His tag	This work
Plasmids		
pCP20	Flippase encoding plasmid	^41^
pKD4	kanR encoding plasmid	^41^
pKD46	λRED plasmid	^41^
pET28b-H6-hPNPase	hPNPase coding sequence with the *E. coli* codon usage (*PNPT1*_*Ec*_) and N-ter 6 × His tag	^14^
pETD-hPNP	Carries IPTG-inducible *PNPT1*_*Ec*_ cloned in pETDuet-1 (Novagen)	This work

**Figure 1:**
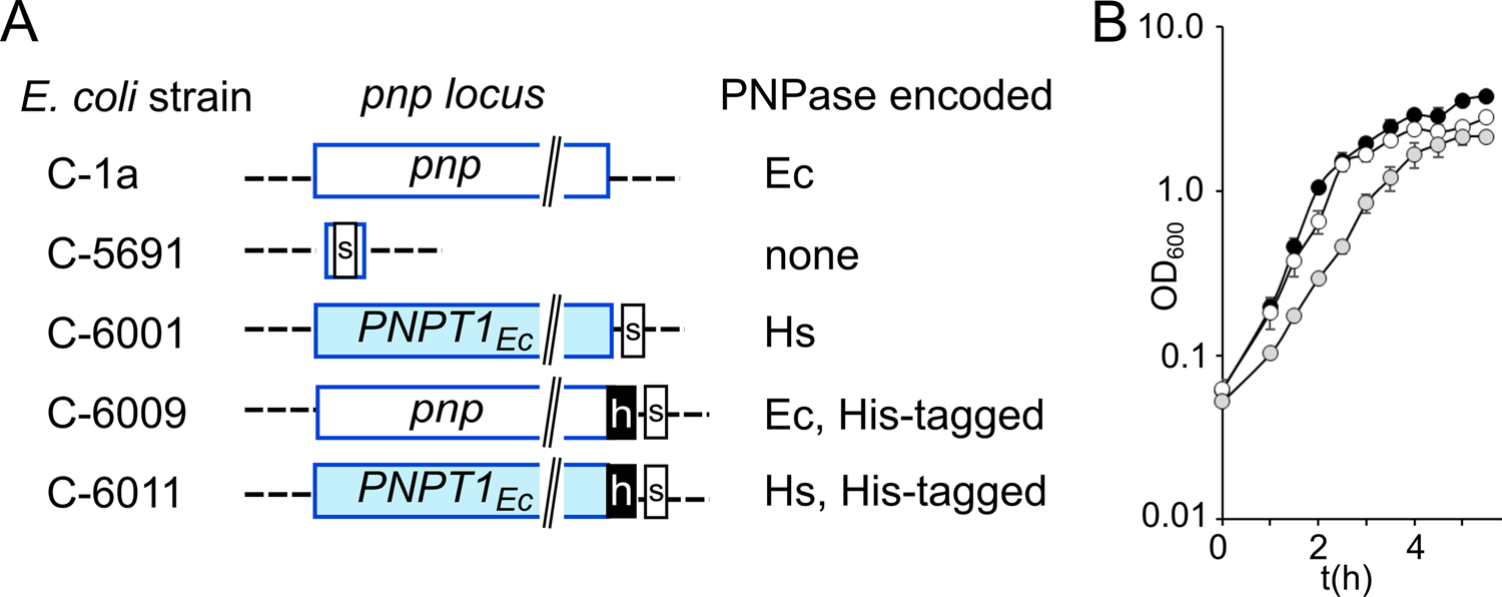
*pnp* locus in recombinant *E. coli* strains and growth of the hPNPase expressing strain*.* (**A**) The structure of the *pnp* locus in the *E. coli* strains listed on the left is shown. Empty blue box, *pnp* ORF; filled blue box, *PNPT1*_*Ec*_ ORF; dashed lines, 5′- and 3′-UTR of the *E. coli pnp* gene; s, FRT scar^41^; h, His-tag. On the right, PNPase variant expressed by each strain. Ec, *E. coli* PNPase; Hs, human PNPase. (**B**) Growth in LD broth. Cultures (N = 3) were grown at 37 °C with shaking in LD measuring the optical density at intervals. The symbols indicated average with standard deviation (StD). C-1a (*pnp*^+^), black symbols; C-5691 (Δ*pnp*), empty symbols; C-6001 (*PNPT1*_*Ec*_), grey symbols.

We found that *PNPT1*_*Ec*_ cultures had longer generation time (g) in exponential phase and reached lower optical density after 24 h than both *pnp*^+^ and Δ*pnp* cultures (Table 2 and Fig. 1B), showing that the presence of hPNPase affected growth more than the simple lack of EcPNPase.

**Table 2:** Growth of the *PNPT1*_*Ec*_ strain.

	*pnp*^+^	Δ*pnp*	*PNPT1*_*Ec*_
g (min)^a^	24.7 ± 1.3	32.6 ± 1.7	39.7 ± 3.4
OD_600_^a,b^	5.9 ± 0.2	4.0 ± 0.3	2.8 ± 0.2

^a^Cultures of C-1a (*pnp*^+^), C-5691 (Δ*pnp*), and C-6001 (Δ*pnp*::*PNPT1*_*Ec*_) grown with aeration at 37 °C in LD broth. Mean (N = 3) ± standard deviation is reported.

^b^OD_600_ reached by the culture after 24 h. All cultures were in stationary phase.

*PNPT1*_*Ec*_ gene expression analysis by Northern blotting and RT-PCR showed that the gene was transcribed during exponential growth at 37 °C (Fig. 2A,B). The main transcripts were a ca. 2.2 kb long mRNA, potentially covering the whole *PNPT1*_*Ec*_ gene, and a shorter RNA, less than 0.5 kb long. Overall, the *PNPT1*_*Ec*_ transcription profile was similar to that of the *pnp* locus in the *pnp*^+^ strain, although the short RNA was more abundant in *PNPT1*_*Ec*_ than in the *pnp*^+^ (Fig. 2A). Western blotting with a hPNPase-specific antibody showed a single signal in *PNPT1*_*Ec*_ corresponding to a protein migrating between the 70 and the 100 kDa molecular weight (MW) markers, compatible with the predicted MW of hPNPase lacking the mitochondrial localization signal (i.e. 81 kDa; Fig. 3A). The half-life of the protein at 37 °C was 1.3 ± 0.5 h (Fig. 3B), indicating that like EcPNPase^44^, the human protein is relatively stable in *E. coli* exponential cultures.

**Figure 2:**
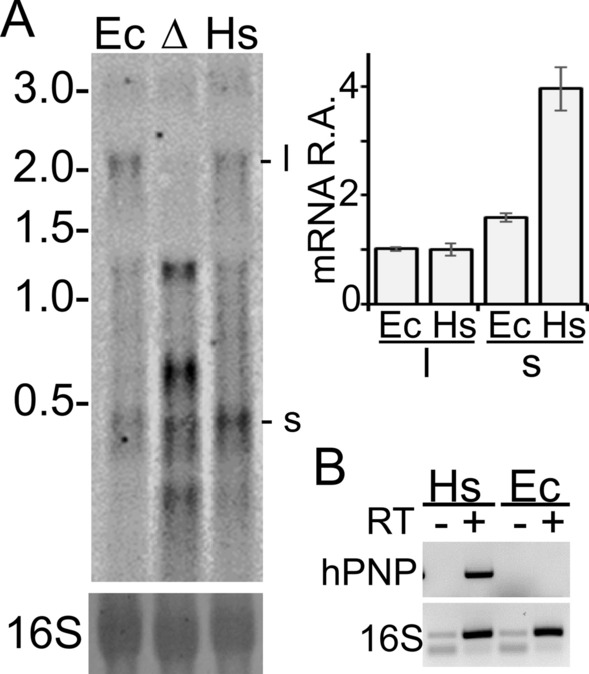
*PNPT1*_*Ec*_ gene transcription pattern. (**A**) Northern blotting. RNA was extracted from exponential cultures of C-1a (*pnp*^+^; Ec), C-5691 (Δ*pnp*; Δ) and C-6001 (*PNPT1*_*Ec*_; Hs). 20 µg of RNA were run on 1.5% denaturing agarose gel, blotted onto a nylon filter and hybridized with the RNA pnp-5′ radiolabelled riboprobe as detailed in Methods. Upper left panel, MW marker length and position in the gel are reported on the left in kb, whereas the main signals corresponding to 2.2 kb (l) and < 0.5 kb (s) transcripts are indicated on the right; lower left panel, 16S rRNA stained with methylene blue before hybridization as loading control; right panel, mRNA Relative Amount (R.A.). l and s signals were quantified with ImageQuant and values normalized by l value in *E. coli*. Bars represent average (N = 3) with standard deviation (StD). (**B**) RT-PCR analysis. 1 µg of RNA extracted from exponential cultures of C-1a (Ec) and C-6001 (Hs) grown as described above was incubated with random hexamers and with (+) or without (−) reverse transcriptase. The cDNA and control samples were PCR-amplified with primers specific for either the *PNPT1*_*Ec*_ mRNA (hPNP) or 16S rRNA (16S) and run on a 2% agarose gel.

**Figure 3:**
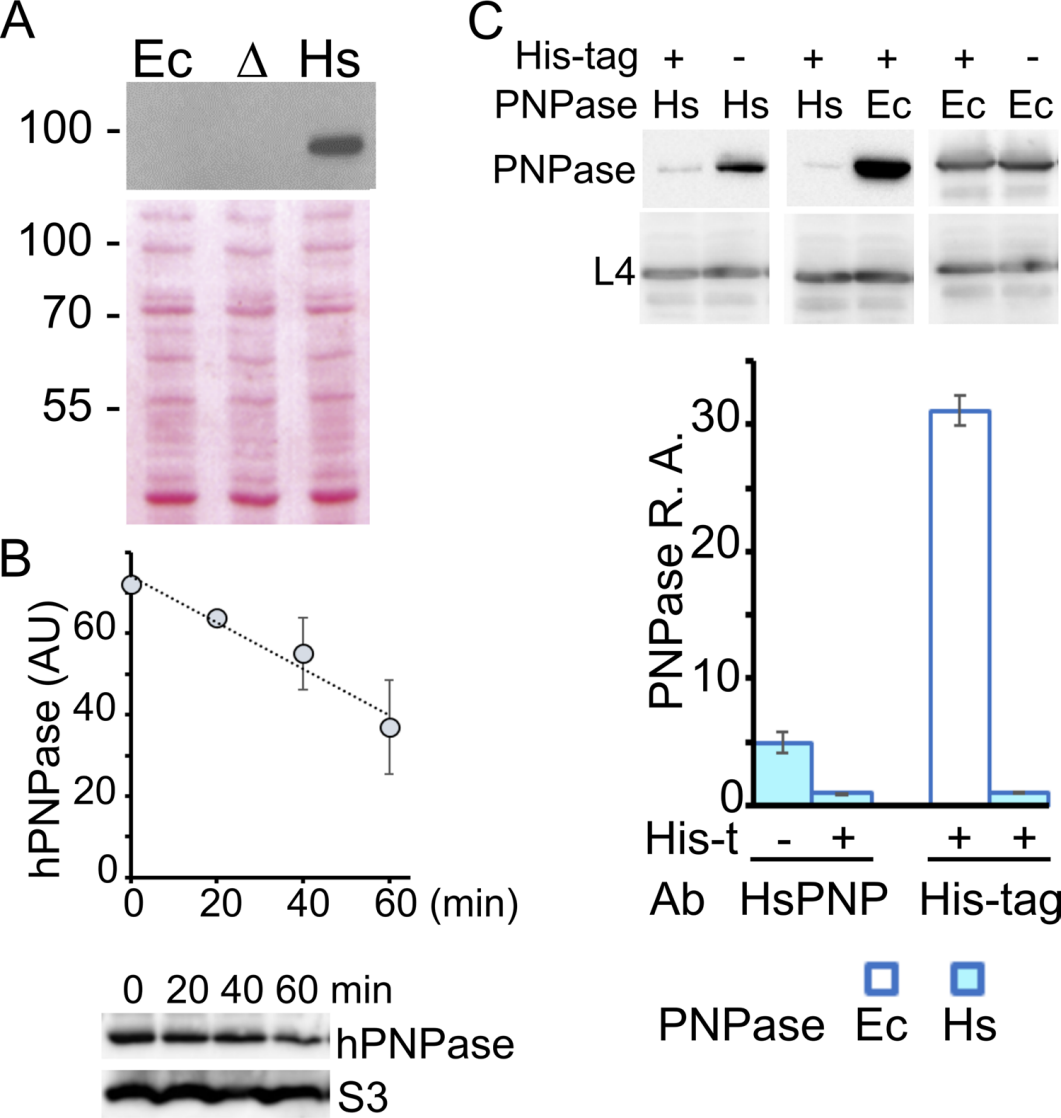
Abundance and stability of hPNPase in the *PNPT1*_*Ec*_ strain. (**A**) Western blotting of proteins extracted from exponential cultures of C-1a (*pnp*^+^; Ec), C-5691 (Δ*pnp*; Δ) and C-6001 (*PNPT1*_*Ec*_; Hs). The proteins (10 µg) were run on 10% polyacrylamide-SDS gel and blotted onto a nitrocellulose membrane. The filter was stained with Ponceau S (lower panel) to check loading and hybridized with hPNPase-specific monoclonal antibodies (upper panel). The position of MW markers is reported on the left in kDa. (**B**) hPNPase stability. 15 µl of *PNPT1*_*Ec*_ strain protein extracts (0.375 OD_600_) were loaded onto 10% polyacrylamide gel, blotted onto a nitrocellulose membrane and hybridized with polyclonal anti-hPNPase and anti-S3 antibodies. The results of a typical experiment are shown under the graph. To plot the decay curve, hPNPase signals were quantified with ImageLab (Bio-Rad), using S3 signals as loading control. Symbols in the plot represent mean with StD (N = 3). AU, arbitrary units. (**C**) Upper part. Western blotting of proteins extracted from exponential cultures of C-6009 (+, Hs); C-6001 (−, Hs), C-6011 (+, Ec) and C-1a (−, Ec) grown at 37 °C in LD up to OD_600_ = 0.4. The proteins were run on a 12% polyacrylamide- SDS gel, blotted onto a nitrocellulose membrane and hybridized with hPNPase—(upper left panel), His tag—(upper central panel), EcPNPase—(upper right panel) or L4—specific (lower panels, loading control) antibodies. Lower part, PNPase Relative Amount (R. A.). The bars represent average with StD (N = 3) of quantification of PNPase signals with Image Lab (Bio-Rad).

To compare the level of hPNPase in the *PNPT1*_*Ec*_ strain with that of EcPNPase in the *pnp*^+^, we constructed two strains expressing histidine-tagged variants of either EcPNPase or hPNPase (C-6009 and C-6011, respectively; Fig. 1A) from the *pnp* locus. As shown in Fig. 3C, the expression of His-tagged EcPNPase was around 30-fold higher than that of His-tagged hPNPase. However, the untagged hPNPase in *PNPT1*_*Ec*_ was five-fold more abundant than its His-tagged version, whereas the tagged and untagged variants of EcPNPase were equally expressed (Fig. 3C). Based on these data, we evaluated that in mid-exponential cultures at 37 °C, hPNPase should be around sixfold less abundant in the *PNPT1*_*Ec*_ than EcPNPase in the *pnp*^+^ strain. Since the amount of EcPNPase has been estimated to be *ca*. 5700 molecules/cell^45^, hPNPase should be at 900–1000 molecules/cell, more abundant than the median *E. coli* protein (i. e. 526 molecules/cell)^45^. We did not investigate the mechanism determining low abundance of the tagged hPNPase, which could be due to decreased mRNA or protein stability.

### Phenotypes due to the lack of *E. coli* PNPase are strengthened in presence of hPNPase

We tested whether hPNPase could compensate the lack of EcPNPase and complement phenotypes caused by *pnp* null mutations in *E. coli*. In particular, we assayed (i) aggregation of cultures growing in minimal medium with glucose as sole carbon source, detectable as a drop in the optical density of late exponential cultures^46^. This phenotype was tested also at low Pi concentration, which should increase and decrease, respectively, hPNPase and EcPNPase phosphorolytic activity^28^; (ii) grow inhibition at temperatures below 18–20°C^11,47^; (iii) increased sensitivity to H_2_O_2_, causing oxidative damage, and to mutagenic agents like UV rays and zeocin, an antibiotic inducing DNA double-strand breaks (DSBs)^17,19–21^; and iv) reduced frequency of spontaneous mutations^19,20^. As shown in Fig. 4A, the turbidity of *PNPT1*_*Ec*_ cultures growing in minimal medium started decreasing when the cultures were at OD_600_ = 0.2–0.3, whereas the Δ*pnp* strain aggregated at higher cell density. Interestingly, we observed that low Pi concentration promoted the aggregation of the *pnp*^+^ strain, whereas it prevented *PNPT1*_*Ec*_ aggregation and had a modest effect, if any, on the Δ*pnp* strain (Fig. 4B).

**Figure 4:**
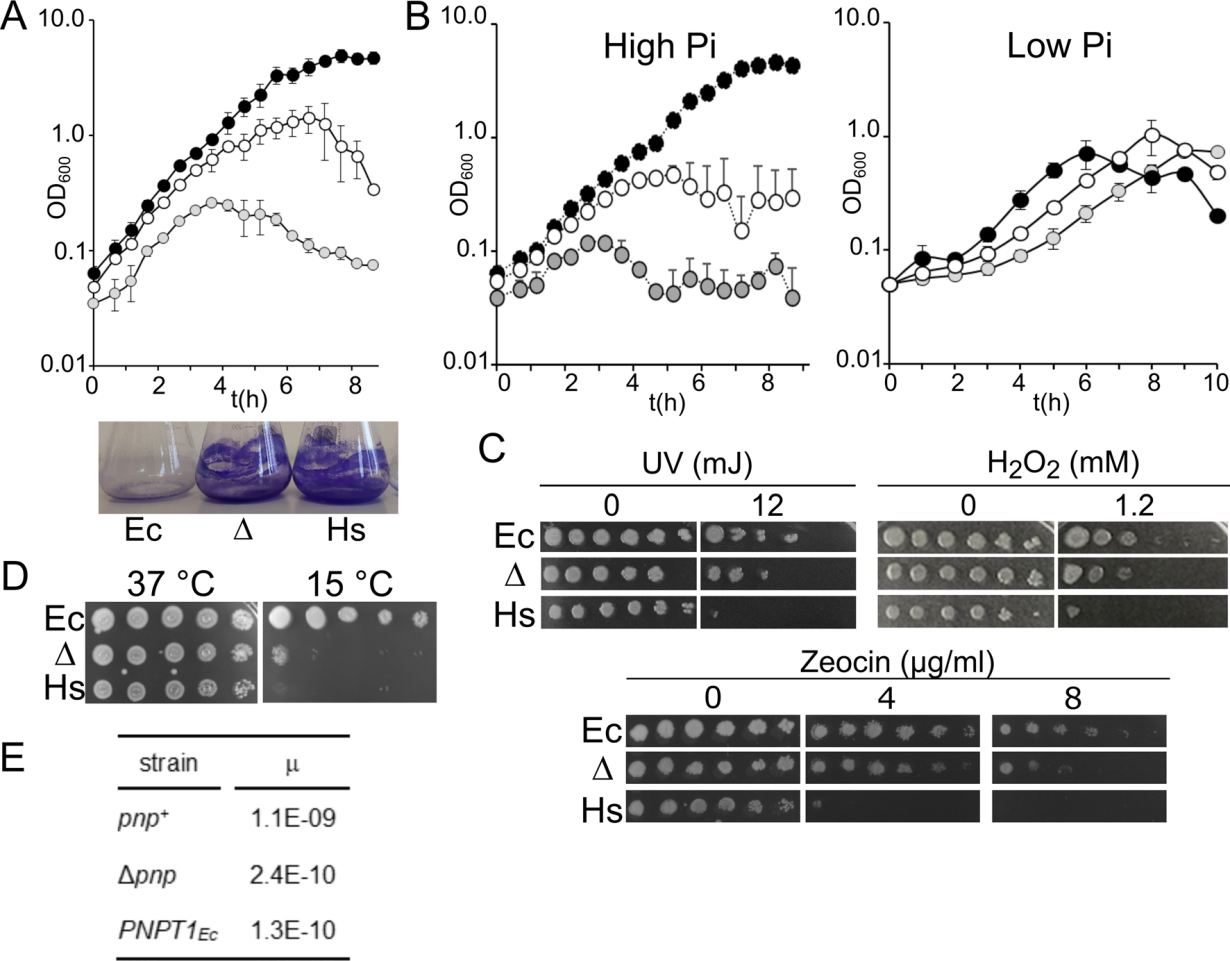
hPNPase effect on EcPNPase-dependent phenotypes. (**A**, **B**) Growth in minimal media of C-1a (*pnp*^+^), black symbols; C-5691 (Δ*pnp*), empty symbols; C-6001 (*PNPT1*_*Ec*_), grey symbols. (**A**) Cultures (N = 3) were grown at 37 °C with shaking in M9/supp measuring the optical density at intervals. The symbols indicated average with StD. After overnight incubation, cultures grown in M9 were discarded and the flasks stained with crystal violet to colour adherent cells (lower panel). Ec, C-1a (*pnp*^+^); Δ, C-5691 (Δ*pnp*); Hs, C-6001 (*PNPT1*_*Ec*_). (**B**) Cultures were grown at 37 °C with shaking in M9 (High Pi) or M9/2.5 (Low Pi) with 0.4% glucose measuring the optical density at intervals. The symbols indicated average with range (N = 2, High Pi) or with StD (N = 3, Low Pi). (**C**) Serial dilutions of overnight cultures were plated on LD-agar and incubated overnight at 37 °C in presence or absence of zeocin or H_2_O_2_. To test UV sensitivity, the plates were exposed to the indicated dose of UV rays (λ = 254 nm) in a Stratalinker 2400 (Stratagene) before incubation. Strains are indicated as in (**A**). (**D**) Serial dilutions of overnight cultures were plated on LD-agar and incubated overnight at 37 °C or 7 days at 15 °C. Strains are indicated as in A. (**E**) Streptomycin resistance mutation rate (µ) determined by fluctuation test on 12 independent cultures per strain.

The *PNPT1*_*Ec*_ strain was more sensitive to H_2_O_2,_ UV rays and zeocin than the Δ*pnp* (Fig. 4C) and cold sensitive like the Δ*pnp* (Fig. 4D). Moreover, its spontaneous mutation frequency was even lower than that of the Δ*pnp* (Fig. 4E). Cold sensitivity and increased adhesion and aggregation were exhibited also by a Δ*pnp* mutant overexpressing hPNPase from a multicopy plasmid (Supplemental Fig. S2), implying that lack of compensation of these Δ*pnp-*linked phenotypes by hPNPase was not due to the lower expression of the *PNPT1*_*Ec*_ gene with respect to *pnp*.

### hPNPase deeply affects the *E. coli* transcriptional profile

To assess the impact of hPNPase on *E. coli* physiology, we analysed by RNA-Seq the global transcription profile of the *PNPT1*_*Ec*_ strain in comparison with that of the *pnp*^+^ and the Δ*pnp*. 

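Total RNA was taken from 3 replicate cultures of each of the 3 strains, grown at 37 °C up to OD_600_ = 0.8, and ribosomal RNA was removed before sequencing. C-1a carries the bacterial *pnp* gene, C-5691 carries the Δ*pnp*-751 deletion and C-6001 has the human open reading frame in its place. The authors deposited the number of reads that overlapped each gene of the K12 MG1655 RefSeq annotation in each of the 9 libraries, without normalization. The table lists 4419 genes, of which 246 had 0 counts in every library and 4173 entered the test. Total counts per library ranged from 10908531 to 18626187, with medians of 15877042 in *pnp*+, 15719133 in Δ*pnp* and 14791817 in *PNPT1*_*Ec*_. The largest share of the counts in each library belonged to *ssrA*, between 4.90% and 8.77%, and rRNA genes took between 0.91% and 2.84%. Counts were scaled by edgeR's TMM factors and tested with the quasi-likelihood F-test in 1 fit of all 9 libraries, with Benjamini-Hochberg adjustment (FDR).
The targeted gene was examined first. *pnp* (b3164) is annotated as a protein-coding gene of 2136 bp from 3309033 to 3311168 of the MG1655 chromosome, and in CPM (counts scaled to the size of the library) it reached 1884, 1862 and 2115 in the 3 *pnp*+ cultures, 427, 357 and 495 in the Δ*pnp* cultures and 27.9, 28.0 and 28.0 in the *PNPT1*_*Ec*_ cultures. The mean was 1954 ± 140.2 (SD, n = 3 cultures) in *pnp*+, 427 ± 69.1 in Δ*pnp* and 28.0 ± 0.0352 in *PNPT1*_*Ec*_. Its log2 fold change was -2.20 (standard error 0.14, FDR = 1.12e-05 from edgeR's quasi-likelihood F-test) in Δ*pnp* versus *pnp*+ and -6.13 (standard error 0.17, FDR = 6.11e-08 from the same edgeR test) in *PNPT1*_*Ec*_ versus *pnp*+. Each Δ*pnp* and *PNPT1*_*Ec*_ library lay below each *pnp*+ library. The Δ*pnp* libraries kept 4709 to 8185 counts at the gene and the *PNPT1*_*Ec*_ libraries 358 to 582. The paper states that the region from 3309033 to 3311168, which is the interval counted here, was replaced in C-6001 by the recoded human sequence. Low *pnp* counts in *PNPT1*_*Ec*_ therefore follow from the construct and do not measure transcription of the locus. The paper's text does not give the interval deleted in Δ*pnp*-751. Gene counts do not show which part of the gene the remaining reads came from. Principal components of log2 CPM separated the strains, with 66.6% of the variance on the first axis and 19.2% on the second. Δ*pnp* replicate 2 lay between *pnp*+ and the other Δ*pnp* cultures on the first axis. The correlation of log2 CPM across genes between cultures of one strain was between 0.959 and 0.996.

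**Figure D1:**
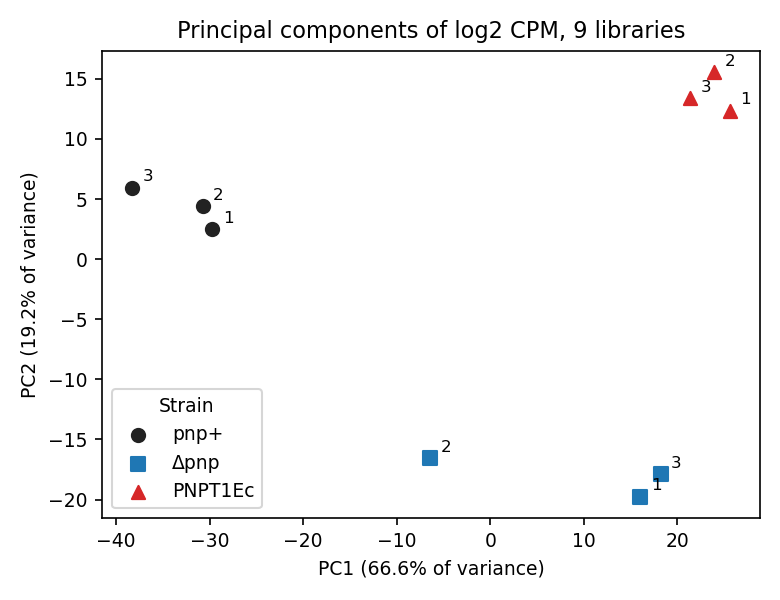
Principal components of log2 CPM for the 9 libraries, with the first axis (66.6% of the variance) against the second (19.2%), in arbitrary units. Each point is 1 library, the shape and colour give the strain and the digit gives the culture; Δ*pnp* replicate 2 is set apart from the other Δ*pnp* cultures on the first axis.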

RNA was extracted from exponential cultures grown in broth at 37 °C and the transcriptomes of the three strains were compared to identify differentially expressed genes (DEGs) with FDR < 0.01 and |log_2_(FoldChange)|≥ 1 as thresholds (Fig. 5A; Supplemental Table S1). DEGs found in each pairwise comparison are listed in Supplemental Table S1. 

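The calls made here from the deposited counts were matched by gene name to those in Supplemental Table S1. For Δ*pnp* versus *pnp*+, 502 of the 509 genes in the table could be matched by name, and 500 of them were also called here. For *PNPT1*_*Ec*_ versus *pnp*+, the numbers were 752 listed, 739 matched and 738 shared. For *PNPT1*_*Ec*_ versus Δ*pnp*, they were 237 listed, 230 matched and 230 shared. The median absolute difference between the listed log2 fold change and the one computed here was between 0.0246 and 0.0250 in the 3 comparisons, and the table gives 1 decimal. The largest difference was 1.09 in the first comparison, 2.02 in the second and 0.05 in the third; each of the 2 larger ones belonged to a single name not called here, and the names were read from a text copy of the table.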

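In the comparison of the mutant lacking PNPase with the wild type, 510 of the 4173 genes tested passed both thresholds, 307 with lower and 203 with higher expression in Δ*pnp*. At FDR < 0.01 alone, without a limit on the fold change, the number was 1146. Leaving out each of the 9 libraries in turn gave between 361 and 756 DEGs; the lowest number was reached without Δ*pnp* replicate 1 and the highest without Δ*pnp* replicate 2. The setting that moved the number most was edgeR's glmTreat, which tests each gene against a log2 fold change of 1 and called 78 genes. When counts were scaled by library size only, higher expression became the more frequent direction, with 373 genes up and 156 down. The DEGs with the largest increase were 3 tRNA genes, *metW*, *metV* and *metZ* (b2815, b2816 and b2814), each annotated as 77 bp long. Their log2 fold changes were 4.90, 4.70 and 4.68, with standard errors of 0.38, 0.28 and 0.29 and FDR values from edgeR's quasi-likelihood F-test of at most 3.06e-05. How alike these copies are in sequence was not examined here, and reads could have been split among them, so the value of each single copy is uncertain. The largest decreases were in *btsT* (b4354), *astC* (b1748) and *dhaK* (b1200), with log2 fold changes of -4.26 (standard error 0.40), -4.00 (standard error 0.52) and -3.59 (standard error 0.51) and edgeR FDR values of at most 5.95e-04. *btsT* reached 626, 651 and 222 CPM in the 3 *pnp*+ cultures against 26.1 ± 7.09 CPM (SD, n = 3) in Δ*pnp*. *astC* overlaps *astA* by 4 bases. With 1 library left out, *astC* ranged from -5.09 (without Δ*pnp* replicate 2) to -3.63 (without Δ*pnp* replicate 3). *dhaK* ranged from -4.59 (without Δ*pnp* replicate 2) to -3.26 (without Δ*pnp* replicate 1).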

307 and 202 genes were down- and up-regulated in the Δ*pnp* mutant versus the *pnp*^+^. These genes are directly or indirectly regulated by PNPase. 

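With the human open reading frame at the *pnp* locus, 756 genes differed from the wild type, 422 with lower and 334 with higher expression. The median absolute log2 fold change over all genes tested was 0.50 in this comparison and 0.43 in Δ*pnp* versus *pnp*+. Cultures with the same number deviated together from their strain means in *PNPT1*_*Ec*_ and *pnp*+, with a mean correlation of 0.33 across genes (from 0.19 to 0.45 for the 3 numbers). With the replicate number as a block, 732 genes were differentially expressed, 415 down and 317 up. The fits that left out 1 library gave between 628 and 821 DEGs. Without Δ*pnp* replicate 2, which entered the shared estimate of the spread, the number was 821 here and 756 in Δ*pnp* versus *pnp*+. After *pnp* itself, the largest decreases among genes whose CPM did not overlap between the 2 strains were in *tnaC* and *tnaB* (log2 fold changes of -6.09 and -5.96, standard errors of 0.42 and 0.38), and the largest increases were again in *metW*, *metZ* and *metV*, with log2 fold changes of 5.55 (standard error 0.39), 5.33 (standard error 0.30) and 5.32 (standard error 0.29) and FDR values of at most 6.77e-06 from edgeR's quasi-likelihood F-test.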

421 and 331 genes were down- or up-regulated, respectively, in *PNPT1*_*Ec*_ versus *pnp*^+^, showing that replacing the natural *pnp* gene with the human ortholog alters the transcriptional profile more than deleting the bacterial gene. Accordingly, 237 genes had different expression in the Δ*pnp* with respect to the *PNPT1*_*Ec*_ strain, with 135 and 102 down- and up-regulated genes, respectively, in *PNPT1*_*Ec*_. 

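Tested directly against each other, *PNPT1*_*Ec*_ and Δ*pnp* differed in 238 genes, with 136 lower and 102 higher in *PNPT1*_*Ec*_. The median absolute log2 fold change was 0.20. The smallest and largest numbers of DEGs with 1 library left out were 170 and 249, the lower one without *PNPT1*_*Ec*_ replicate 2 and the higher one without Δ*pnp* replicate 2. At FDR < 0.01 without a limit on the fold change, the number was 377.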

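In *PNPT1*_*Ec*_ versus Δ*pnp*, 12 DEGs had a log2 fold change below -3. Among them was *pnp* itself, whose counted interval is replaced in *PNPT1*_*Ec*_. The other 11 belonged to the *tna* and *tdc* operons or were *glpA*, *glpB* and *glpC*. The values were -5.43 (standard error 0.41) for *tnaC* (b3707), -5.20 (standard error 0.32) for *tnaA* (b3708) and -4.97 (standard error 0.36) for *tnaB* (b3709), in the region from 3888435 to 3891483. In the *tdc* operon, *tdcB* reached -5.02 (standard error 0.17), *tdcA* -4.87 (standard error 0.17), *tdcD* -3.89 (standard error 0.34), *tdcE* -3.44 (standard error 0.37) and *tdcF* -3.08 (standard error 0.32). *tdcC* and *tdcG* stayed above that limit, at -2.99 (standard error 0.24) and -2.53 (standard error 0.38). *glpB*, *glpA* and *glpC* had -3.25 (standard error 0.19), -3.18 (standard error 0.26) and -3.09 (standard error 0.17); the annotation overlaps *glpA* with *glpB* by 11 bases and *glpB* with *glpC* by 4 bases, and the reads there could count for both genes. The FDR from edgeR's quasi-likelihood F-test was at most 0.00137 for these 13 genes, the highest value being that of *tdcG*. Relative to *pnp*+, the genes of the *tdc* operon from *tdcA* to *tdcF* were higher in Δ*pnp*, with log2 fold changes between 1.29 and 2.27, and lower in *PNPT1*_*Ec*_, with log2 fold changes between -3.61 and -1.56. The calls of *tdcE* and *tdcF* against *pnp*+ were lost in some of the fits that left out 1 library. Against *pnp*+, 35 DEGs had a log2 fold change below -3 in *PNPT1*_*Ec*_, and 7 of them belonged to these operons.

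**Figure D2:**
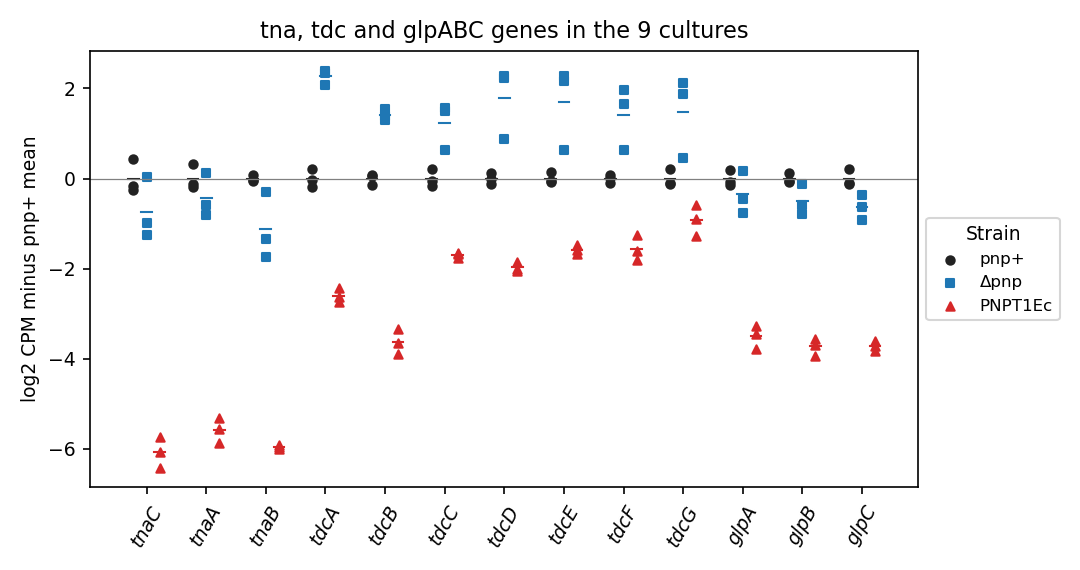
Log2 CPM of the *tna*, *tdc* and *glpABC* genes in the 9 cultures, drawn as the difference from the *pnp*+ mean of each gene, with 1 point per culture and a dash at each strain's mean. The *PNPT1*_*Ec*_ cultures lie below the *pnp*+ mean for each of the 13 genes, and the Δ*pnp* cultures lie above it for *tdcA* to *tdcG*.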

The genes with the largest decrease in expression levels in presence of hPNPase (log_2_(FoldChange) < − 3) were genes belonging to *tna* and *tdc* operons controlling tryptophan and threonine degradation, and the *glpABC* genes encoding the anaerobic glycerol-3-phosphate dehydrogenase^48,49^. 

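At the other end, 7 DEGs had a log2 fold change above 3 in *PNPT1*_*Ec*_ versus Δ*pnp*. In descending order, *tisB* (b4618) had 5.35 (747 ± 144 CPM against 18.3 ± 3.13 CPM), *umuD* (b1183) 4.28 (102 ± 16.8 CPM against 5.25 ± 0.429 CPM), *sulA* (b0958) 3.90 (872 ± 131 CPM against 58.6 ± 4.64 CPM), *dinI* (b1061) 3.66 (219 ± 41.3 CPM against 17.4 ± 3.54 CPM), *recN* (b2616) 3.65 (699.9 ± 88.3 CPM against 55.8 ± 4.44 CPM) and *recA* (b2699) 3.24, with CPM as mean ± SD of 3 cultures. Their standard errors were between 0.13 and 0.22 and their FDR values from edgeR's quasi-likelihood F-test were at most 5.18e-06. The remaining gene was *ymgG* (3.07), which is not on the LexA list used here. Each *PNPT1*_*Ec*_ culture exceeded each Δ*pnp* culture for the 6 genes. *umuD* and *umuC* share 1 base in the annotation. Against *pnp*+, the log2 fold changes of the 6 genes in *PNPT1*_*Ec*_ ranged from 2.62 for *recN* to 4.54 for *tisB*. In that comparison 21 DEGs exceeded 3, and 5 of them were on the LexA list. *yafO*, also on the list, had 4.33 without being a DEG (FDR = 0.0613 from edgeR's quasi-likelihood F-test). In Δ*pnp* versus *pnp*+, *recN* fell by 1.03 (FDR = 2.30e-04 from edgeR's quasi-likelihood F-test), a call that was lost in 3 of the 11 alternatives (log2 fold change -0.76 with library size only and -0.99 in the 6 libraries of these strains, and when tested against a change of 1) and in 2 of the 9 fits that left out 1 library (-0.92 without *pnp*+ replicate 3 and -0.96 without Δ*pnp* replicate 3).

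**Figure D3:**
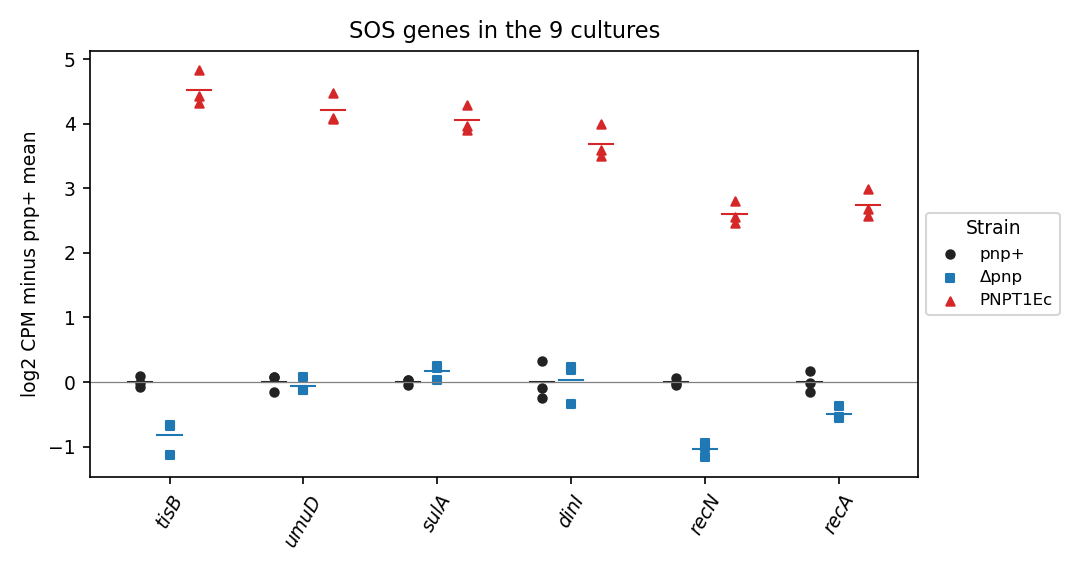
Log2 CPM of the 6 SOS genes in the 9 cultures, drawn as the difference from the *pnp*+ mean of each gene, with 1 point per culture and a dash at each strain's mean. For each gene, the 3 *PNPT1*_*Ec*_ cultures lie above the 6 others.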

Most of the genes with highest relative expression in *PNPT1*_*Ec*_ (log_2_(FoldChange) > 3), like *tisB, umuD, sulA, dinI, recN* and *recA*, belonged to the SOS response, a regulatory mechanism that allows the coordinated induction of tens of genes, mainly involved in DNA repair, in presence of DNA damage^50^.

**Figure 5:**
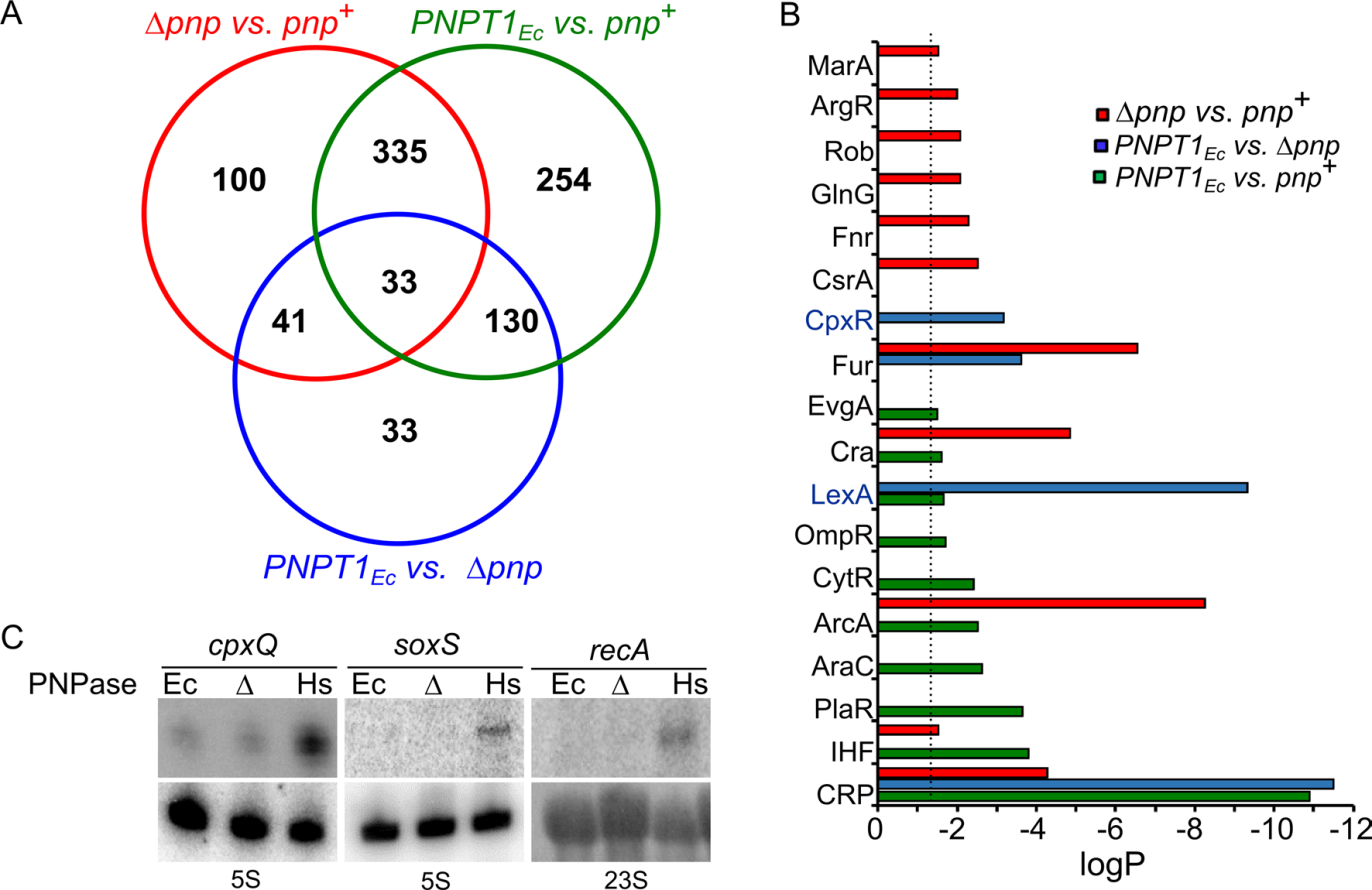
Transcriptome analysis and differentially expressed regulons. (**A**) Venn-diagrams of differentially expressed genes (DEGs). Venn diagrams representing the number of DEGs in the indicated pairwise comparisons. *pnp*^+^, C-1a; Δ*pnp*, C-5691; *PNPT1*_*Ec*_, C-6001. (**B**) Differentially expressed regulons (*P* < 0.5; dotted line) in pairwise comparison. Enrichment analysis was performed with the Pathway tool available at the EcoCyc website^51^. Colour code and strain tags are as in (**A**). (**C**) Northern blotting analysis of gene expression. RNA was extracted from exponential cultures of C-1a (Ec), C-5691 (Δ) and C-6001 (Hs). 20 and 10 µg of RNA were run on 1.5% denaturing agarose gel (*recA* panel) or 6% denaturing polyacrylamide gel (*cpxQ* and *soxS* panels), respectively, blotted onto nylon filters and hybridized with radiolabelled oligonucleotides complementary to the mRNAs under analysis. 5S and 23S rRNA signals were used as loading controls.

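Of the 931 genes called here in at least 1 of the 3 comparisons, 33 were called in all 3. Δ*pnp* versus *pnp*+ and *PNPT1*_*Ec*_ versus *pnp*+ shared another 335 genes, *PNPT1*_*Ec*_ versus *pnp*+ and *PNPT1*_*Ec*_ versus Δ*pnp* another 131, and Δ*pnp* versus *pnp*+ and *PNPT1*_*Ec*_ versus Δ*pnp* another 41. The genes called in 1 comparison only were 101 in Δ*pnp* versus *pnp*+, 257 in *PNPT1*_*Ec*_ versus *pnp*+ and 33 in *PNPT1*_*Ec*_ versus Δ*pnp*. Of the 368 genes called in both strains against *pnp*+, 360 changed in the same direction and 8 in opposite directions.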

To better understand how hPNPase impacts the bacterial cell physiology, we looked for regulons moving in the pairwise comparisons between the *PNPT1*_*Ec*_ and the Δ*pnp* strains and maintaining similar expression in presence or absence of the EcPNPase (i.e. in the *pnp*^+^ vs. Δ*pnp* comparison) (Fig. 5B). These regulons should respond to the human, and not to the bacterial, enzyme. We found that the LexA and CpxR regulons were activated in presence of the human enzyme, as confirmed also by Northern blotting showing enhanced expression of *recA* and *cpxQ* genes in *PNPT1*_*Ec*_ (Fig. 5B,C). 

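The EcoCyc lists were not used here. Lists of 33 LexA-controlled and 16 CpxR-controlled genes were written by hand before the counts were examined. They were compared with the calls by two-sided Fisher's exact tests against all 4173 genes tested, in 6 tests with Benjamini-Hochberg adjustment. The exact test takes genes as independent. Some members of the lists are neighbours on the chromosome, such as *umuD* and *umuC* or *cpxP* and *cpxQ*, so its p-values may be too small. Of the LexA list, 31 genes had counts. Among them were 20 DEGs of *PNPT1*_*Ec*_ versus Δ*pnp*, each with higher expression in *PNPT1*_*Ec*_, against 1.77 expected (odds ratio 32.6, p = 2.94e-18, adjusted p = 1.76e-17, Fisher's exact test). DEGs of *PNPT1*_*Ec*_ versus *pnp*+ numbered 22, again each of them higher (5.62 expected, odds ratio 11.3, exact p = 1.41e-10, adjusted p = 4.22e-10). In the comparison of Δ*pnp* with *pnp*+, 1 gene of the list, *recN*, was a DEG, with lower expression (3.79 expected, exact p = 0.168, adjusted p = 0.202). FDR adjustment over the list alone gave the same numbers, 20, 22 and 1. The log2 fold change was positive for 31 of the 31 genes in both comparisons with *PNPT1*_*Ec*_ and for 19 in Δ*pnp* versus *pnp*+, where the median was 0.15; the medians were 1.39 in *PNPT1*_*Ec*_ versus Δ*pnp* and 1.55 in *PNPT1*_*Ec*_ versus *pnp*+. *yafO*, with at most 3 counts in any library, is too sparsely covered to be called. Without the 6 SOS genes named in the text, the adjusted p of the list was 4.04e-11 in *PNPT1*_*Ec*_ versus Δ*pnp* and 1.39e-06 in *PNPT1*_*Ec*_ versus *pnp*+.
The 16 genes of the CpxR list all had counts. Of these, 6 were DEGs of *PNPT1*_*Ec*_ versus Δ*pnp*, each higher in *PNPT1*_*Ec*_ (odds ratio 10.1, exact p = 0.000159, adjusted p = 0.000319). Relative to *pnp*+, 6 were DEGs in *PNPT1*_*Ec*_ as well, each higher, but the exact test did not pass a threshold of 0.05 (p = 0.0539, adjusted p = 0.0808), and 1 was a DEG in Δ*pnp* (exact p = 0.710). Adjusted over the list alone, the numbers were 6, 6 and 2. Without *cpxQ*, which the paper names, and its neighbour *cpxP*, 14 genes of the list remained, with 4 DEGs in each comparison with *PNPT1*_*Ec*_. The adjusted p of the exact test was then 0.0131 in *PNPT1*_*Ec*_ versus Δ*pnp* and 0.359 in *PNPT1*_*Ec*_ versus *pnp*+. With the replicate number as a block, the adjusted p in *PNPT1*_*Ec*_ versus *pnp*+ was 2.18e-10 for LexA and 0.253 for CpxR.
*recA* (from 2822708 to 2823769) had 441 ± 50.0 CPM (SD, n = 3) in *pnp*+, 313 ± 23.6 in Δ*pnp* and 2970 ± 461 in *PNPT1*_*Ec*_. Its log2 fold change in Δ*pnp* versus *pnp*+ was -0.49 (standard error 0.15, FDR = 0.0246 from edgeR's quasi-likelihood F-test). *cpxQ* (b4716), a small RNA annotated from 4106330 to 4106387, directly downstream of *cpxP*, had 3.12 ± 1.23, 6.57 ± 0.960 and 30.6 ± 1.55 CPM, the *pnp*+ values resting on 35 to 40 counts per library. Its log2 fold change was 1.13 (FDR = 0.00406 from edgeR's quasi-likelihood F-test) in Δ*pnp* versus *pnp*+, a call lost in 3 of the 9 fits with 1 library left out and in 3 of the 11 other alternatives, 3.35 in *PNPT1*_*Ec*_ versus *pnp*+ and 2.22 (standard error 0.20, FDR = 7.26e-05) in *PNPT1*_*Ec*_ versus Δ*pnp*. *cpxP* changed by 2.39 in *PNPT1*_*Ec*_ versus *pnp*+ and 1.95 in *PNPT1*_*Ec*_ versus Δ*pnp*. From regulons that moved between *PNPT1*_*Ec*_ and Δ*pnp* while keeping similar expression with or without the bacterial enzyme, which it reasons should respond to the human enzyme, the paper reports that the LexA and CpxR regulons were activated in its presence, with Northern blots of *recA* and *cpxQ* as a second basis, and it proposes that hPNPase may cause genotoxic and membrane stress.

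**Figure D4:**
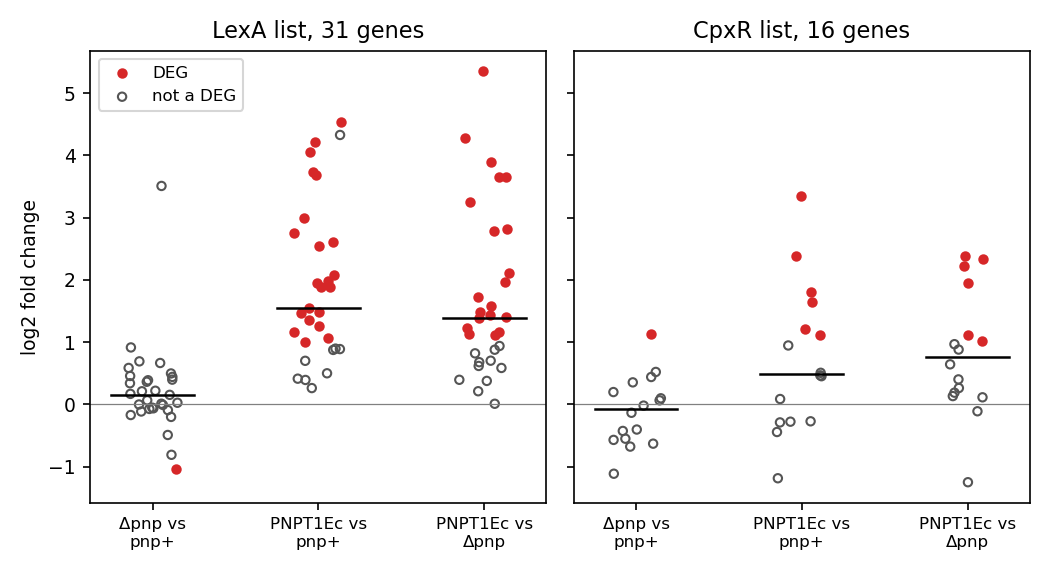
Log2 fold changes of the 31 LexA-controlled and 16 CpxR-controlled genes in the 3 pairwise comparisons, with 1 point per gene, filled where the gene is a DEG, and a line at the median. In *PNPT1*_*Ec*_ versus Δ*pnp*, 20 LexA-controlled genes and 6 CpxR-controlled genes are filled and each of them lies above 1. The open point at 3.51 in Δ*pnp* versus *pnp*+ is *yafO*.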

LexA is the repressor of the SOS response^50^, whereas CpxR is the regulator of the Cpx pathway mediating adaptation to envelope stress at the inner membrane^52^.

Overall, these data indicate that hPNPase has differential activity with respect to the bacterial enzyme and that may cause genotoxic and membrane stress.

### hPNPase causes SOS response induction

The SOS response is induced by LexA repressor self-cleavage stimulated by activated RecA (RecA*), which is a RecA filament assembled on a ssDNA scaffold^50^. Constitutive induction of the SOS response in *PNPT1*_*Ec*_ indicates that this strain may have high levels of ssDNA, which typically accumulates when cells attempt to replicate damaged DNA.

The SOS response can be induced in *E. coli* by Reactive oxygen species (ROS), which are the major source of endogenous DNA damage^53,54^. Considering that hPNPase induces ROS when overexpressed in human cells^55^, we speculated that hPNPase may either induce ROS or interfere with ROS detoxification. In fact, ROS levels measured using the fluorescent probe DCFH-DA resulted significantly higher in *PNPT1*_*Ec*_ than in *pnp*^+^ (Fig. 6A), and the *soxS* gene, a transcriptional activator of the oxidative stress genes^54^, was induced in presence of hPNPase (Fig. 5C; Supplemental Fig. S3A,B). 

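In the libraries, *soxS* (b4062, from 4277060 to 4277383) had 13.0 ± 1.90 CPM (SD, n = 3) in *pnp*+, 27.2 ± 6.32 CPM in Δ*pnp* and 123 ± 27.2 CPM in *PNPT1*_*Ec*_. The log2 fold change was 3.24 (standard error 0.23, FDR = 6.77e-06 from edgeR's quasi-likelihood F-test) in *PNPT1*_*Ec*_ versus *pnp*+ and 2.18 (standard error 0.21, FDR = 1.02e-04 from edgeR's quasi-likelihood F-test) in *PNPT1*_*Ec*_ versus Δ*pnp*. Every *PNPT1*_*Ec*_ culture was above every Δ*pnp* culture, and the difference was larger than the spread within either strain. *soxS* was also higher in Δ*pnp* than in *pnp*+, by 1.06 (standard error 0.22, FDR = 0.00385 from edgeR's quasi-likelihood F-test), but this call was lost in 4 of the 9 fits that left out 1 library and in 2 of the 11 other alternatives. With the replicate number as a block, the log2 fold change in *PNPT1*_*Ec*_ versus *pnp*+ was 3.22. The paper gives *soxS* RNA a longer mean half-life in *PNPT1*_*Ec*_ than in *pnp*+ or Δ*pnp*. Its level alone therefore does not tell more synthesis from slower decay. Of the 23 genes drawn in Supplemental Fig. S3A, only *soxS* was a DEG with higher expression in *PNPT1*_*Ec*_ versus *pnp*+, and 5 were DEGs with lower expression.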

To check whether oxidative damage could be the cause of constitutive SOS induction, we tested *recA* gene expression, taken as a measure of SOS response induction, in anaerobic cultures. In these conditions, the extent of oxidative damage should be reduced^54^. As shown in Fig. 6B, *recA* expression was diminished in anaerobiosis, although it remained higher in the *PNPT1*_*Ec*_ than in the other strains. Thus, oxidative damage may contribute to *recA* induction and SOS response activation but it is not the only cause of this phenomenon.

**Figure 6:**
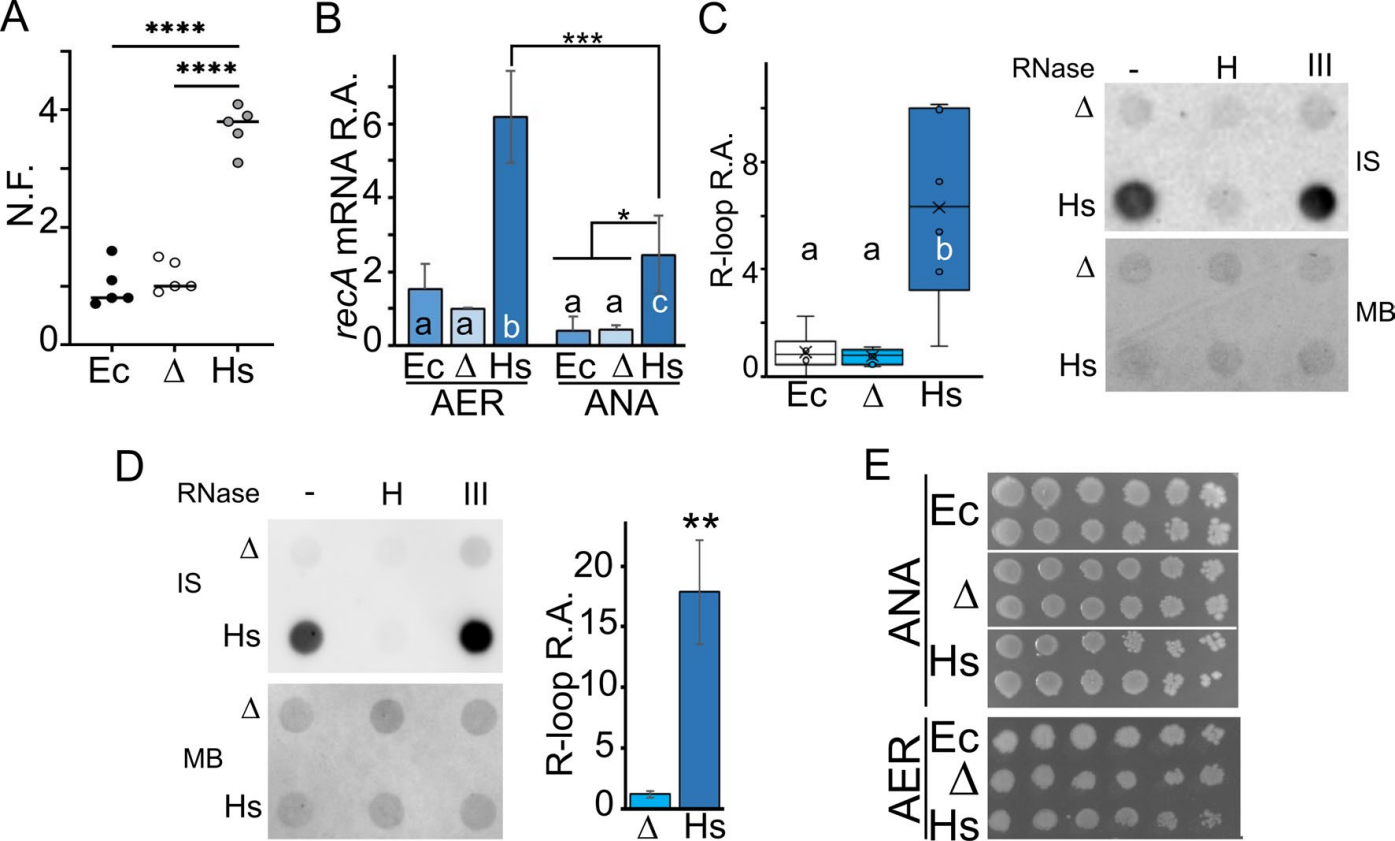
recA induction and ROS and R-loop accumulation in *PNPT1*_*Ec*_. (**A**) ROS accumulation. Normalized fluorescence (N. F.) of C-1a (*pnp*^+^, Ec); C-5691 (Δ*pnp*, Δ); C-6001 (*PNPT1*_*Ec*_, Hs) cultures (N = 5) in presence of DCFH-DA. Significance was evaluated with ANOVA and Tukey post hoc analysis. ****, *P* < 0.0001.  (**B**) RT-qPCR analysis of *recA* expression. RNA was extracted from replicate cultures (N = 3) grown in aerobiosis (AER) or anaerobiosis (ANA). ΔCt between the gene of interest and the 16S gene was arbitrarily set at 1 for one of the samples extracted from C-1a AER (reference condition). The bars represent relative amount (R.A.) with respect to the reference condition and show the average with standard deviations of the values obtained on three biological replicates, each performed in duplicate. Bars sharing the same letter represent averages not significantly different from each other according to ANOVA and Tukey post hoc comparisons. ***, *P* ≤ 0.001; *, *P* < 0.05. (**C**, **D**) Dot blot quantification of R-loops. Strains are indicated as in A. DNA extracted from cultures grown at high (**C**) or low (**D**) oxygen were analysed. C, left panel. Dot blot signals obtained by immunostaining of genomic DNA with the S9.6 antibody were quantified with ImageQuant. The median (N = 6) is reported inside the boxes (line). The whiskers represent the minimum and maximum values observed. Boxes sharing the same letter are not significantly different from each other according to ANOVA and Tukey posthoc comparisons. (**C**) Right panel, and (**D**) left panel. Genomic DNA samples were dot blotted after incubation with RNase H or III, as described in Methods. –, mock incubation without RNase addition. Immunostaining (IS) with S9.6 antibody. MB, staining of the filter with methylene blue as loading control. (**D**) Right panel. Dot blot signals obtained by immunostaining of genomic DNA with the S9.6 antibody were quantified with ImageQuant. Bars represent average (N = 3) with standard deviation. Significance of the difference was estimated with two-tail t-test. **, *P* < 0.01. (**E**) Serial dilution of C-1a (Ec), C-5691 (Δ) and C-6001 (Hs) grown on LD-agar at 37 °C in aerobiosis (AER) or anaerobiosis (ANA). Duplicate cultures are shown in the ANA panel.

### hPNPase causes the accumulation of R-loops

hPNPase was reported to participate in R-loop removal from mitochondrial genome together with the SUV3 RNA helicase^34^. Since the SOS response is induced in mutants lacking RNase HI, which processes R-loops, and ssDNA, which is the SOS response inducing stimulus^50^, is exposed in R-loops^56,57^, we tested whether the R-loop level was enhanced in presence of hPNPase. Dot blot analysis of genomic DNA with the S9.6 antibody, which primarily recognizes DNA-RNA hybrids though having some affinity also for dsRNA^58^, showed sixfold stronger signals with the *PNPT1*_*Ec*_ DNA than with the DNA of the other *pnp*^+^ and Δ*pnp* strains (Fig. 6C). Digestion of genomic DNA with the DNA-RNA hybrid-specific nuclease RNase H before the dot blot analysis eliminated the difference in signal intensity among the genomic DNAs extracted from the three strains, difference which was instead maintained after DNA treatment with the dsRNA-specific RNase III (Fig. 6C). Thus, hPNPase stimulates R-loops in *E. coli*.

In mammals, DNA damage and replication slowing induced by ROS causes R-loop formation^59–61^. To assess whether oxidative damage could be involved in hPNPase-dependent R-loop accumulation, we measured R-loops in bacteria grown anaerobically. We found that also in these condidtions, the amount of R-loops was strongly increased in presence of hPNPase (Fig. 6D), making unlikely that R-loops accumulate in presence of hPNPase only as a consequence of oxidative damage.

Another mechanism that could cause R-loop increase may be low expression of the R-loop processing enzyme RNase HI in presence of hPNPase. However, the *rnhA* gene, encoding RNase HI, was not differentially expressed in the *PNPT1*_*Ec*_ (Supplemental Table S1). 

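The *rnhA* gene (b0214, from 235535 to 236002, 468 bp) had 42.6 ± 5.15 CPM (SD, n = 3) in *pnp*+, 42.6 ± 2.47 in Δ*pnp* and 38.4 ± 0.232 in *PNPT1*_*Ec*_. The log2 fold change in *PNPT1*_*Ec*_ versus *pnp*+ was -0.15 (95% interval -0.40 to 0.10, FDR = 0.281 from edgeR's quasi-likelihood F-test). Against Δ*pnp* it was -0.15 (95% interval -0.40 to 0.10, FDR = 0.469 from edgeR's quasi-likelihood F-test). Neither difference could be told from 0. The sign in *PNPT1*_*Ec*_ versus *pnp*+ changed to positive, 0.16, when counts were scaled by library size only. The annotated gene overlaps *yafS* by 4 bases.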

Consistent with it, the *PNPT1*_*Ec*_ growth was not impaired in anaerobiosis (Fig. 6E), a condition in which *rnhA* mutants cannot grow^57^.

### hPNPase is essentially devoid of RNA degradation activity in *E. coli*

To assess whether the human enzyme had catalytic activity in the bacterial context, we measured the overall stability of *E. coli* RNAs in presence or absence of the human enzyme. This was done by analysing by RNA-Seq transcript levels (measured in counts per million, CPM) of the *PNPT1*_*Ec*_, *pnp*^+^ and Δ*pnp* strains immediately before (T0) and 4 min after blocking transcription initiation with rifampicin (T4). The residual RNA amounts of the different *E. coli* RNA species at T4 should depend on the stability of each of them in the three strains. Stability was thus estimated for each gene according to the percentage of its RNA found remaining at T4, expressed as the percentage of the CPM values at T0 maintained at T4 (Supplementary Fig. S3C). For simplicity, genes were classified in four categories from stable RNAs to unstable RNAs, as follows:

1. RNA remaining > 75%;
2. 50% < RNA remaining < 75%;
3. 25% < RNA remaining < 50%;
4. RNA remaining < 25%.

As shown in Fig. 7 and Supplemental Table S2, hPNPase caused a drastic redistribution of the mRNA levels among the categories, with a strong decrease of the most unstable mRNAs (i.e. those in cat. 4). In particular, only 27 RNAs where less stable in presence of hPNPase than in Δ*pnp*, whereas 521 RNAs were less stable in presence of EcPNPase than in Δ*pnp* (Fig. 7, right panel, *pnp*^+^ vs. Δ*pnp*). Conversely, the transcripts more stable in the presence of hPNPase were more than double those stabilized in the presence of EcPNPase (1738 and 786 in *PNPT1*_*Ec*_ and *pnp*^+^, respectively, in comparison with Δ*pnp*). These data are consistent with a very limited, if any, RNA degrading activity of hPNPase in *E. coli* cells.

**Figure 7:**
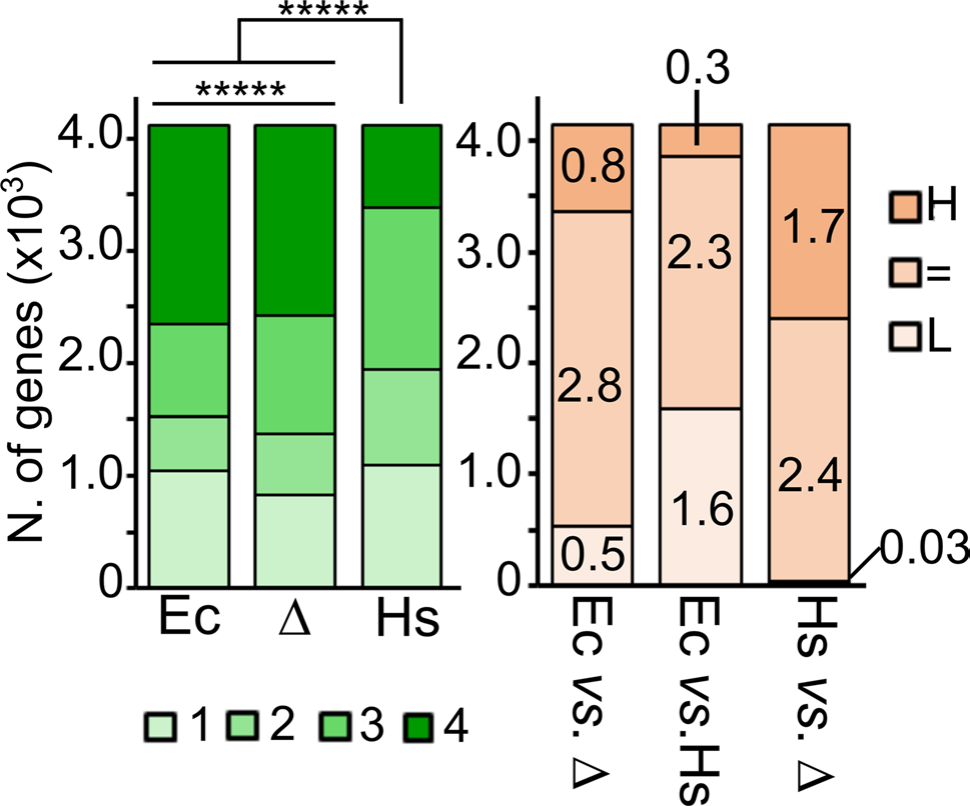
Stability of *E. coli* mRNA in presence of hPNPase. Left panel. mRNAs extracted from exponential cultures at 37 °C of C-1a (*pnp*^+^*;* Ec), C-5691 (Δ*pnp*; Δ) and C-6001 (*PNPT1*_*Ec*_; Hs) were divided in four categories with decreasing stability (from 1, most stable, to 4, least stable). Significance of difference of the distribution was estimated with Pearson’s Chi-Square test. *****, *P* < 0.00001. Right panel. Distribution of mRNAs with lower (L), equal (=) or higher (H) stability in (i) C-1a (*pnp*^+^*;* Ec) than in C-5691 (Δ*pnp*; Δ), Ec versus Δ; (ii) C-1a (*pnp*^+^*;* Ec) than in C-6001 (*PNPT1*_*Ec*_; Hs), Ec versus Hs; and (iii) in C-6001 (*PNPT1*_*Ec*_; Hs) than in C-5691 (Δ*pnp*; Δ), Hs versus Δ. The figures on column sectors indicate thousands of genes belonging to each category.

## Discussion

In this work, we characterized an *E. coli* strain that carries the *PNPT1*_*Ec*_ gene encoding the human PNPase inserted into the *pnp* locus. Our data clearly show that human PNPase cannot compensate the phenotypic effects due to the lack of the natural EcPNPase. On the contrary, the PNPase of spinach chloroplast complemented the cold sensitive phenotype of an *E. coli pnp* mutant^62^. This difference may be due to higher similarity of chloroplast PNPase to EcPNPase, as both the RPH2 and the KH-S1 domains of EcPNPase are more similar to those of spinach PNPase than to hPNPase ones. Indeed, only spinach PNPase, and not hPNPase, can form heterotrimers with EcPNPase subunits^37,62^. Since residues 327–331 of EcPNPase, with which RNase E forms hydrogen-bonding interactions^63^, are not conserved in the human enzyme, it is very unlikely that hPNPase could be recruited in the RNase E-based RNA degradosome. Thus, it seems sound that hPNPase cannot replace the endogenous enzyme in all those activities in which EcPNPase participates as a component of the multisubunit RNA degradosome.

The comparison of total RNA stability between the Δ*pnp* and the *PNPT1*_*Ec*_ strains showed that the bacterial enzyme caused the destabilization of more than 500 transcripts, whereas only 27 were modestly destabilized in *PNPT1*_*Ec*_, suggesting that the human enzyme may be substantially devoid of degradative activity in the bacterial context. Previous in vitro analyses showed that the phosphorolytic activity of hPNPase is strongly impaired when Pi concentration is greater than 2.5 mM^37^. Since in the cytoplasm of *E. coli* growing cells Pi concentration is around 10 mM^38^, this would explain why hPNPase has no degradation activity in the bacterial cell. Consistent with this hypothesis, at low Pi, which should improve hPNPase phosphorolytic activity and worsen that of EcPNPase, the strong aggregative phenotype shown in M9 by *PNPT1*_*Ec*_ is suppressed, whereas the *pnp*^+^ strain aggregates. Although these data should be taken with some caution, giving the pleiotropic effects that Pi concentration modulation may have, they support the hypothesis that hPNPase may be inactive in *E. coli* because of high Pi level. Interestingly, Pi should be at about 10 mM in the mammalian cell cytoplasm^64,65^ and, as a consequence, also in the mitochondrial intermembrane space, as this compartment has similar composition to the cytosol with respect to ions and small molecules to which the mitochondrial outer membrane is highly permeable^66,67^. Indeed, phosphate concentration in whole mitochondria has been estimated to be greater than 2.5 mM^64,68,69^, implying that hPNPase phosphorolytic activity should be essentially inhibited or limited to sub-mitochondrial regions in which Pi concentration is locally and/or temporarily low. In agreement with this hypothesis, mitochondrial RNA (mtRNA) degradation by the hPNPase-hSUV3 complex, namely the mitochondrial degradosome, has been reported to take place in relatively few spots inside the mitochondrial matrix^32^.

Lack of catalytic activity and impaired interaction with other components of the bacterial RNA degradation machinery explain why hPNPase cannot compensate for the lack of EcPNPase. However, the *PNPT1*_*Ec*_ strain does not simply recapitulate the phenotype of strains with loss of function mutations in the *pnp* gene. Phenotypic traits due to EcPNPase lack, like the fitness decrease, the aggregation in minimal medium, the sensitivity to agents causing—directly or indirectly—DNA damage like UV, zeocin, and H_2_O_2_, the low frequency of spontaneous mutations and the ROS accumulation are all exacerbated by hPNPase, and more than 200 genes are differentially expressed between the *PNPT1*_*Ec*_ and the Δ*pnp* strains*.* These findings are consistent with hPNPase retaining some activity in *E. coli* cells, and we speculate that it may retain RNA binding activity, which is not necessarily linked to catalysis^28^. Binding by hPNPase could interfere with RNA function and RNA degradation pathways active in the absence of EcPNPase worsening the effect of the Δ*pnp* mutation. A limitation of this work is that we have not assayed the effect of a *PNPT1*_*Ec*_ mutation eliminating the RNA binding domains of hPNPase. This experiment, which we plan to do, will allow to test our hypothesis that at least some *PNPT1*_*Ec*_ phenotypic traits may be due to ectopic RNA binding.

Even assuming that indirect effects linked to the *PNPT1*_*Ec*_ slow growth play a major role in RNA stabilization and only a fraction of the RNAs responsive to hPNPase are actually direct targets of the enzyme, the effect of hPNPase on overall RNA stability remains striking, with many RNAs (i.e. about the 42%) more stable in presence of hPNPase in *PNPT1*_*Ec*_ than in Δ*pnp* mutant. Paradoxical RNA stabilizing effect exerted by *E. coli* exonucleases, among which EcPNPase, was already reported^1,6,7,70^ and it has been confirmed by our data, as around 700 RNAs (i.e. about the 19%) were more stable in the presence of EcPNPase in the *pnp*^+^ than in its absence in the Δ*pnp* strain.

Intriguingly, overexpressed hPNPase promotes ROS in Hela cells through an unknown mechanism^55^. Our data suggest that hPNPase may exert the same effect in *E. coli*, making unlikely that hPNPase-dependent ROS induction may require the interaction with specific human proteins or RNAs.

In the *PNPT1*_*Ec*_ strain, the SOS response is constitutively active. Since the SOS response is elicited by RecA*^71^, i.e. a filament of RecA protein assembled on ssDNA, this indicates that hPNPase stimulates ssDNA accumulation. A relevant source of ssDNA in the *PNPT1*_*Ec*_ are most likely the R-loops that are abundant in such strain. Accordingly, some phenotypic traits of the *PNPT1*_*Ec*_, and in particular SOS induction and slower growth in aerobiosis, are also shown by *rnhA* mutants lacking RNase HI^56,57^. In principle, hPNPase may indirectly affect R-loop level by down-regulating the expression of the RNase HI *rnhA* gene or of *recG* and *topA* genes encoding RecG and topoisomerase I, respectively, which have also been implicated in R-loop homeostasis^72^. However, transcriptomic data show that *rnhA, recG* and *topA* genes are all equally expressed in presence or absence of hPNPase, ruling out their down-regulation by hPNPase, at least at the level of mRNA synthesis and/or degradation. Moreover, *rnhA* mutants do not grow in anaerobiosis^57^, whereas the *PNPT1*_*Ec*_ does, suggesting that the presence of hPNPase does not abolish RNase HI activity. hPNPase may indirectly promote R-loops because it causes ROS accumulation, which is known to induce R-loops in human cells^34,60,61,73–75^. However, R-loops are abundant also in anaerobiosis, suggesting that other mechanisms can contribute to their formation. 

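For *recG* (b3652, from 3825210 to 3827291), the log2 fold change in *PNPT1*_*Ec*_ versus Δ*pnp* was 0.00 (95% interval -0.22 to 0.22, FDR = 0.993 from edgeR's quasi-likelihood F-test), and its sign changed in 6 of the 9 fits that left out 1 library. For *topA* (b1274, from 1331048 to 1333645), it was -0.12 (95% interval -0.52 to 0.28, FDR = 0.749 from edgeR's quasi-likelihood F-test), with a positive sign in 1 of those fits. Against *pnp*+, *recG* was higher by 0.50 in *PNPT1*_*Ec*_ (95% interval 0.28 to 0.72, FDR = 0.00217 from edgeR's quasi-likelihood F-test) and by 0.50 in Δ*pnp* (95% interval 0.28 to 0.72). *topA* fell by 0.86 on the log2 scale in *PNPT1*_*Ec*_ (95% interval -1.26 to -0.47, FDR = 0.00292 from edgeR's quasi-likelihood F-test) and by 0.75 in Δ*pnp* (95% interval -1.14 to -0.35). These changes were larger than the replicate error but stayed within the limit of 1 set for DEGs. Under the replicate block, the values in *PNPT1*_*Ec*_ versus *pnp*+ were 0.50 for *recG* and -0.87 for *topA*. Over the 11 alternatives other than leaving out a library, they ranged from 0.47 to 0.81 and from -0.90 to -0.55. In Δ*pnp* versus *pnp*+ the ranges were 0.50 to 0.76 for *recG* and -0.76 to -0.46 for *topA*. The difference of *rnhA* between Δ*pnp* and *pnp*+ was 0.00 (FDR = 0.988 from edgeR's quasi-likelihood F-test).

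**Figure D5:**
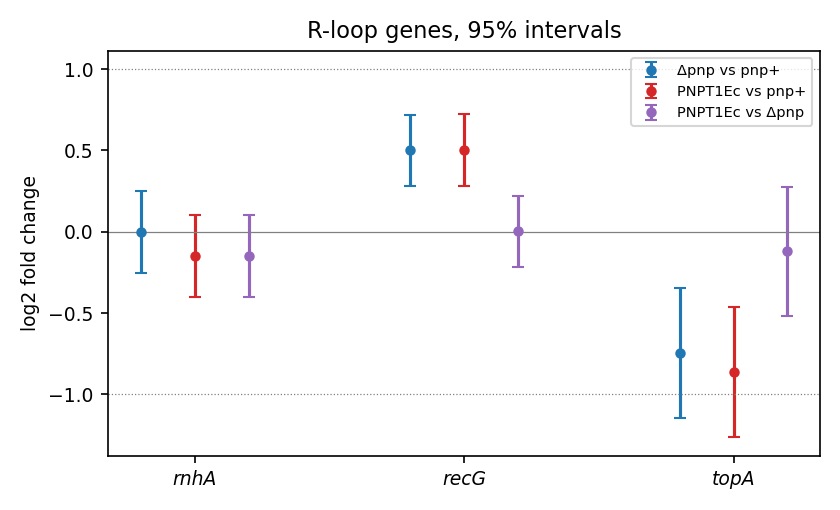
Log2 fold changes of *rnhA*, *recG* and *topA* in the 3 pairwise comparisons, with 95% intervals from the edgeR fit of all 9 libraries and dotted lines at the DEG limits of -1 and 1. The intervals of *PNPT1*_*Ec*_ versus Δ*pnp* include 0 for the 3 genes, and those of *recG* and *topA* against *pnp*+ do not.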

Factors binding the nascent RNA co-transcriptionally, like Rho, have been shown to play a pivotal role in avoiding excessive R-loop formation^76–78^. hPNPase ectopic binding of RNAs emerging from transcriptional bubbles may interfere with the anti-R-loop activity of such factors. On the contrary, in human cells, hPNPase loading onto the nascent transcript would prevent the formation of R-loops or destabilize them because hPNPase would bring to the transcript the SUV3 helicase, which is able to denature RNA–DNA hybrids^33,34,79^.

Despite the comparable level of the *PNPT1*_*Ec*_ and *pnp* long mRNAs in the *PNPT1*_*Ec*_ and *pnp*^+^ strains, respectively, hPNPase was less abundant than EcPNPase. EcPNPase negatively regulates its own expression through complex post-transcriptional mechanisms modulating *pnp* mRNA translation and stability, which mainly occur at the level of the mRNA 5′-UTR^1^. Thus, while it is not surprising that replacing EcPNPase with hPNPase impacts autoregulation, given the dissimilar activity of the two proteins, we would have expected mRNA stabilization and increased translation in presence of hPNPase, as shown by strains expressing mutated EcPNPases^8,12,39,80–82^. It is possible that despite codon optimization for *E. coli*, translation elongation of the *PNPT1*_*Ec*_ mRNA is not efficient and impairs hPNPase expression even though autoregulation is not stringent. The abundance of the short *PNPT1*_*Ec*_ RNA in the *PNPT1*_*Ec*_ (Fig. 2A), which could derive from either premature transcription termination and/or degradation of untranslated transcripts^83,84^, is consistent with this hypothesis.

## Methods

### Bacterial strains and plasmids

*E. coli* strains and plasmids used in this work are listed in Table 1. Coordinates of *E. coli* genes refer to MG1655 reference genome (GenBank accession number U00096.3) unless differently stated. C-6001 was obtained by replacing in C-1a^42^ the *pnp* ORF (region 3309033–3311168) with a *PNPT1*_*Ec*_:kanR cassette by λRED recombination^41^. *PNPT1*_*Ec*_:kanR was constructed by assembling amplicons deriving from PCR amplification with ad hoc primers of *PNPT1*_*Ec*_ and kanR cassette on pET28b-H6-hPNPase and pKD13, respectively^14,41^. *PNPT1*_*Ec*_ encodes hPNPase ORF with the *E. coli* codon usage and without the first 45 amino acids corresponding to the mitochondrial localization signal. All other strains were similarly constructed by assembling in vitro, by PCR amplification, recombinant cassettes and inserting them into the *E. coli* chromosome by λRED recombination. FLP recombination was exploited to remove antibiotic resistance genes in all strains^41^. The PNPases expressed by C-6009 and C-6011 have 6 residues long His-tag at the C-terminus. For pETD-h*PNP* construction, *PNPT1*_*Ec*_ was amplified by PCR on pET28b-H6-hPNPase with proper primers and cloned in pETDuet-1 digested with *Nco*I*-Eco*RI*,* by NEBuilder Hi-Fi DNA Assembly (New England Biolabs).

Bacterial cultures were grown in LD broth, M9 supp, i.e. M9 minimal medium with 0.4% (w/v) glucose and 2.5% LD^85^ or M9/2.5 i.e. M9 with a ca. 40-fold reduction of the phosphate content (from 57 to 1.3 mM) and 0.4% glucose. When needed, media were supplemented with 100 µg/ml ampicillin, 50 µg/ml kanamycin, 0.1 mM IPTG. Growth at low oxygen in liquid cultures was performed by inoculating bacteria in 15 ml conical Falcon tubes filled to the brim with LD medium with screwed caps and further sealed with parafilm. Incubation was performed static at 37 °C. In this condition, given low solubility of oxygen in culture medium and poor diffusion, bacteria below about 1 mm grow anaerobically^86^. Growth in anaerobiosis in solid media was performed by incubating the plates at 37 °C in an airtight jar in presence of an Aerogen (Oxoid) sachet.

### Western blotting and hPNPase protein stability

Proteins were extracted by sonication from mid-exponential cultures grown in LD at 37 °C as described^87^. For hPNPase stability determination, overnight cultures were diluted to OD_600_ = 0.02 in LD broth and grown at 37 °C, aerated. At OD_600_ = 0.6, 25 µg/ml streptomycin was added, and 2 ml samples were collected every 20 min for 1 h. Samples were pelleted and resuspended in protein loading sample buffer (50 mM Tris–HCl pH 6.8, 2% SDS, 0.1% bromophenol blue, and 10% glycerol) to OD_600_ = 25. After 3 min boiling, protein samples (15 µl, corresponding to 0.375 OD_600_) were loaded onto 10 or 12% SDS–polyacrylamide gel, as stated in Figure legends. After the run, the gels were blotted onto PROTRAN nitrocellulose membranes (GE Healthcare) and the membranes stained with Ponceau S solution (Sigma). Immunodecoration was performed with one of the following antibodies diluted in Blotto^87^ as indicated in figure legends: (i) monoclonal anti-hPNPase (Anti-hPNP: PNPase (G-11) sc-365049; Santa Cruz Biotechnology); (ii) polyclonal anti-hPNPase (PA5-22397; Invitrogen); (iii) polyclonal anti-L4 or S3 ribosomal proteins (kindly provided by C. Gualerzi); (iv) polyclonal anti-EcPNPase^88^ (v) anti-His tag antibody (MA-1–21315; Invitrogen).

### RNA extraction and analysis by Northern blot and RT-qPCR

Procedures for RNA extraction, electrophoresis on denaturing polyacrylamide and agarose gels, Northern blotting, staining of the RNA on filters with methylene blue and 5′-end labelling of oligonucleotides with [γ^32P^]-ATP and T4 polynucleotide kinase were previously described^89,90^. Oligonucleotide probes used for Northern blotting were CPXQ (4416706–4416727); RECA (1059766–1059783); SOXS (4245855–4245873); 1842 (5S-specific primer)^91^. RT-PCR (Reverse Transcription- PCR) was performed on RNA extracted as for the RNA-Seq. 2 μg were reverse-transcribed with Superscript III Reverse Transcriptase (Invitrogen). 1:40 cDNA dilution was used for PCR with primers specific for either the *PNPT1*_*Ec*_ mRNA or 16S rRNA (used as reference gene^87^), respectively. RT-qPCR (Reverse Transcription- quantitative PCR) was performed on RNA extracted from three independent cultures for each strain. 1 μg of RNA was reverse-transcribed with Superscript III Reverse Transcriptase (Invitrogen) and 1:10 cDNA dilution was used for RT-qPCR with SYBR Premix Ex Taq (Takara) with primers specific for the *PNPT1*_*Ec*_ mRNA. Two technical duplicates were performed for each biological replicate and reactions were run in a CFX Connect Real-Time PCR Detection System (Bio-Rad). 16S rRNA was used as reference gene to normalize the results and calculate the relative fold change in gene expression using the CFX*maestro* Software (Bio-Rad).

### RNA-Seq analysis of global transcript levels and stability

Global transcript levels were determined by extracting total RNA as described^92^ from three replicate cultures of C-1a, C-5691 and C-6001 grown in LD at 37 °C up to OD_600_ = 0.8. Each RNA sample was qualitatively and quantitatively checked on Agilent 2100 Bioanalyzer RNA Pico Chip (Agilent, Santa Clara, CA, USA). Directional RNA-Seq libraries were prepared from 1 µg of total RNA using the TruSeq Stranded Total RNA with Illumina Ribo-Zero Plus Sample Prep Kit (Illumina, San Diego, CA) according to the manufacturer’s protocol. Sequencing was performed on an Illumina NextSeq 500 platform (Illumina, San Diego, CA) with 12 M 2 × 75 paired end reads for each sample. For RNA stability analysis, three replicate cultures of C-1a, C-5691 and C-6001 were grown in LD at 37 °C up to OD_600_ = 0.8 and rifampicin (0.4 mg/ml) was added to the cultures. Samples for RNA extraction were taken immediately before (time 0) and 4 min after the addition of the antibiotic. The RNA was processed for library preparation and sequencing on Illumina NextSeq 500 platform as described before. For all datasets, sequencing reads were mapped on the *E. coli* K12 MG1655 RefSeq genome assembly (NCBI accession number NC_000913.3) with bowtie2^93^ in “very sensitive” mode allowing a maximum insert size of 1000 bps. Expression quantification was performed with respect to the latest gene annotation retrieved from NCBI (GCF_000005845.2_ASM584v2). Transcript levels of each gene were defined as the number of reads overlapping its transcribed region, computed with bedtools^94^. Differential expression analysis was performed with edgeR^95^. Initial read counts were normalized by trimmed mean of M values (TMM), with default parameters. Differentially expressed genes were identified by the quasi-likelihood (QL) F-test of edgeR (glmQLFfit and glmQLFtest functions, with default parameters). We selected as differentially expressed all genes with an adjusted p-value (FDR) < 0.01 and a log fold change higher than 1 or lower than -1 (that is, showing at least a two-fold change of expression). For RNA stability analysis, raw reads counts were normalized by library size and counts per million employed in subsequent comparisons.

### ROS assay

200 µl of exponential cultures (OD_600_ = 0.8) grown in LD at 37 °C were harvested, resuspended in 200 µl of PBS containing 1.0 mM DCFH-DA (Sigma-Aldrich) and incubated 30 min at 37 °C. The samples were then washed threefold with PBS and transferred into a 96-well plate. The OD_600_ and fluorescence at 488/530 (excitation/emission) nm were measured with an EnSight (PerkinElmer) plate reader. Fluorescence was normalized by the OD_600_ of the tested culture sample.

### Detection of R-loops

Total nucleic acids extraction from 10 ml overnight cultures grown in LD at 37 °C and R-loop detection were performed essentially as described^78^. 10 μg samples were immobilized on Hybond-N^+^ nylon membrane (PerkinElmer) using a Dot-blot apparatus (Hybri-Dot Manifold). RNase treatment was performed before immobilization on the membrane by incubating the samples with 20 U of Ribonuclease H (NEB) 3 h at 37 °C or 1U of RNase III (Epicentre) for 1 h at 37 °C. In this condition, RNase III visibly degrades 8 µg of total RNA as determined in preliminary experiments (not shown). After UV crosslinking, the filters were immunodecorated with the RNA–DNA hybrid specific S9.6 antibody (EDM Millipore) diluted 1:5000 in blocking buffer (5% milk in TBST). Incubation was performed either 3 h at room temperature or overnight at 4 °C with similar results. After washing, incubation with the secondary anti-mouse IgG antibody (Thermo Fisher Scientific) was performed 1 h at room temperature. Signal detection was carried out via chemiluminescence (PDS standard ECL GeneSpin) using ChemiDoc Touch Imaging System (Bio-Rad) for membrane imaging. After the acquisition, the membrane was washed in water, soaked in 5% acetic acid for 15 min with shaking, and the nucleic acids stained with 0.05% methylene blue dissolved in 0.5 M sodium acetate buffer (pH 5.2).

### Fluctuation test

A fluctuation test was performed to evaluate streptomycin resistance mutation rate (µ, i.e. the probability of mutation per cell per division). Independent cultures of C-1a, C-5691 and C-6001 (N = 12) were incubated overnight at 37 °C and titers were measured by plating proper dilutions on LD-Agar plates. The undiluted cultures were also plated on LD-Agar plates containing 0.025 mg/ml streptomycin. Mutations per culture value (m) was calculated as described^96^ from the median of the titer obtained in LD plate (N) and the median of the number of mutated colonies obtained on streptomycin plates (r), by resolving the equation: $$r - 1.24m - m*{\text{ln}}\left( m \right) = 0$$. µ was calculated as the ratio between m and the median number of colonies obtained in permissive conditions (without streptomycin).

### Statistical analysis

The replicate number for each sample are indicated in the figure legends, when appropriate. Statistical significance was determined by two-tailed Student's t-test when comparing two groups or ANOVA with post-hoc Tuckey test when comparing three or more groups. Pearson’s Chi-square test was used to compare distributions. The differences in means were considered statistically significant at *P* < 0.05.

## Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

## Data Availability

All relevant data are shown. Original images of gels and filters are shown in Supplementary Fig. S4. RNA-Seq raw data are available at GEO repository (accession n. GSE211960, token axujemsonzcpdov, and GSE221825, token ejgtwucwrxyzrkr).

# Supplementary material for: Human PNPase causes RNA stabilization and accumulation of R-loops in the Escherichia coli model system
**Source:** Sci Rep. 2023 Jul 21;13:11771. doi: 10.1038/s41598-023-38924-x
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplemental Fig. S1. PNPase alignment.** The sequences of *E. coli* (EcPNPase), *Homo sapiens* (hPNPase) and *Spinacia olearia* chloroplast (SoPNPase) have been aligned with ClustalW. The first 60 and 44 residues of SoPNPase and hPNPase, respectively, containing organelle localization signals, are not shown. RPH1 (yellow), RPH2 (grey) and KH-S1 (cyano) domains of EcPNPase are 44/65 %, 47/62 % and 32/47 % identical/similar with hPNPase and 42/63 %, 56/69 % and 36/58 % identical/similar with SoPNPase.

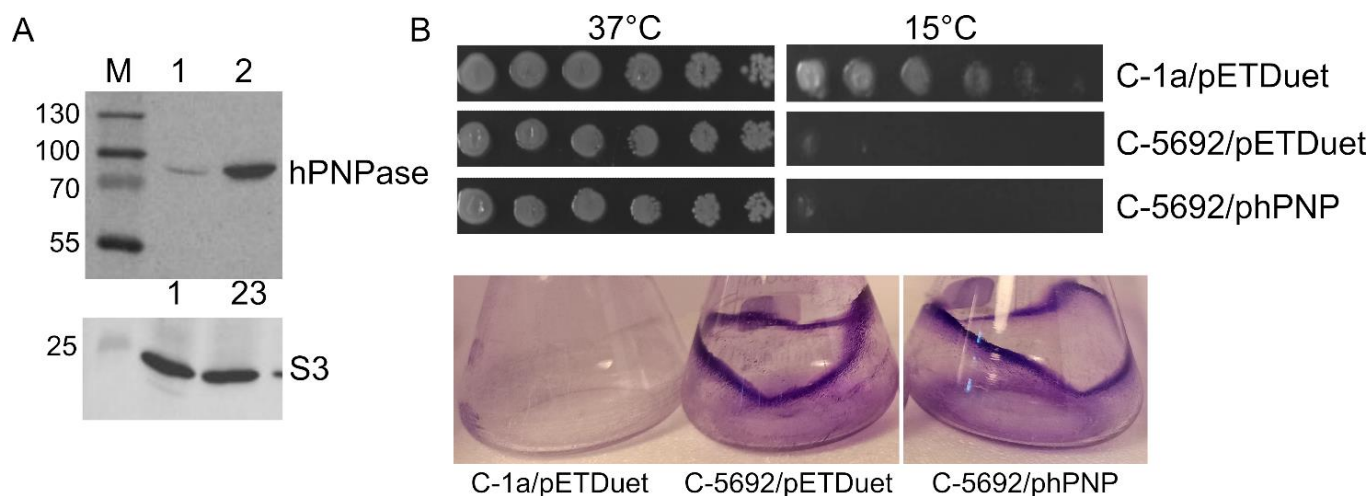

**Supplemental Fig. S2. Growth at low temperature and adhesion of strains expressing hPNPase from a multicopy plasmid.** A. Western blotting of proteins extracted from exponential cultures of C-6001 (1) and C-5692/phPNP (2). The proteins (20 µg) were run on 10% polyacrylamide-SDS gel and blotted onto a nitrocellulose membrane. The filter was cut, and the lower part was hybridized with S3- specific antibodies to check loading and the upper portion with hPNPase- specific monoclonal antibodies. The position of MW markers (M) is reported in kDa on the left. The relative intensity of hPNPase signals measured with Image Lab software (Bio-Rad) is indicated below the lanes. B, upper part, serial dilutions of overnight cultures were plated on LD-agar supplemented with 100 µg/ml ampicillin. Plates were incubated overnight at 37 °C or 7 days at 15 °C. Lower part, cultures were grown at 37 °C with shaking in M9 supplemented with 0.4% glucose, 2.5% LD and 100 µg/ml ampicillin. After 8 hours, cultures were discarded, and the flasks stained with crystal violet to colour adherent cells. In both cases, identical results were obtained also with growth media containing 0.1 mM IPTG.

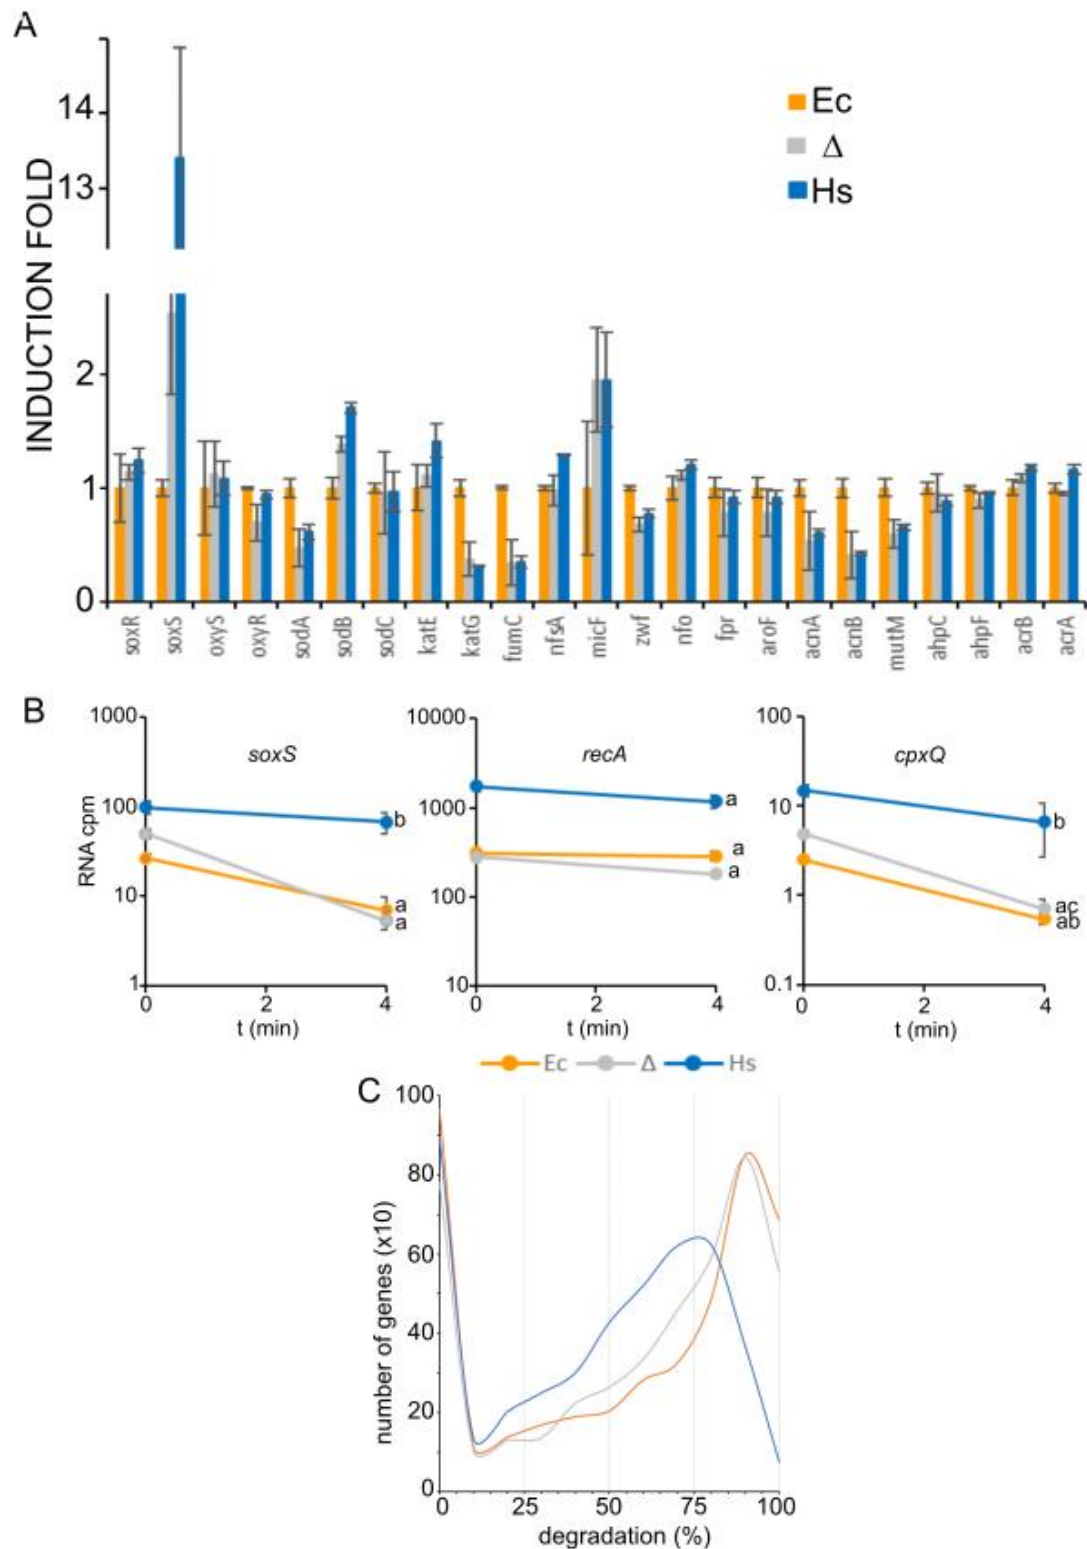

**Supplemental Fig. S3. Expression of genes belonging to SoxRS regulon and overall RNA stability.** RNA-Seq data were used to measure induction fold (A) and stability (B, C). Raw reads counts were normalized by library size and counts per million (cpm) employed to compare samples. A. Gene expression was measured by RNA-Seq on triplicate cultures of C-1a (Ec), C-5691 ( $\Delta$ ) and C-6001 (Hs) as explained in Methods. For each gene, the value obtained in one of the Ec duplicates was arbitrarily set to 1 and used as reference to calculate induction fold. Bars represent average (N = 3) with StD. B. RNA decay curves. Symbols represent average (N = 3) with StD of RNA cpm in samples

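Induction folds were computed here from CPM scaled by library size alone, relative to the mean of the 3 *pnp*+ cultures. *soxS* reached 11.8 ± 2.93 (SD, n = 3) in *PNPT1*_*Ec*_ and 2.54 ± 0.709 in Δ*pnp*. Among the other 22 genes drawn in the figure, the highest fold was that of *micF*, 1.95 ± 0.418 in *PNPT1*_*Ec*_ and 1.95 ± 0.459 in Δ*pnp*, against an SD of 0.589 in *pnp*+. *sodB* followed in *PNPT1*_*Ec*_, with 1.71 ± 0.0482; with composition factors in the scaling it was 1.36. The lowest folds were those of *katG* and *fumC*, 0.316 ± 0.00700 and 0.346 ± 0.0529 in *PNPT1*_*Ec*_ and 0.375 ± 0.153 and 0.344 ± 0.201 in Δ*pnp*. *aroF* had 0.579 ± 0.0188 in Δ*pnp* and 1.03 ± 0.0468 in *PNPT1*_*Ec*_. By the DEG thresholds, 8 of the 23 genes differed in Δ*pnp* versus *pnp*+ (*soxS* up; *sodA*, *katG*, *fumC*, *aroF*, *acnA*, *acnB* and *mutM* down) and 6 in *PNPT1*_*Ec*_ versus *pnp*+ (*soxS* up; *sodA*, *katG*, *fumC*, *acnA* and *acnB* down). Only *soxS* differed, 1 gene of the 23, in *PNPT1*_*Ec*_ versus Δ*pnp*. The number in *PNPT1*_*Ec*_ versus *pnp*+ was also 6 with the replicate number as a block, 4 with library size only in the test, 4 to 6 with 1 library left out, and 2 when the genes were tested against a log2 fold change of 1.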

extracted immediately before (time 0) and 4 min after the addition of rifampicin to the cultures. Half-lives calculated with curves denoted by the same letter are not significantly different according to ANOVA with Tuckey post hoc test. The half-life of *soxS*, *recA* and *cpxQ* RNAs in Ec,  $\Delta$  and Hs, respectively, are:  $2.1 \pm 0.5$ ,  $1.2 \pm 0.1$  and  $7.4 \pm 2.3$  min, *soxS*;  $16.6 \pm 10.9$ ,  $6.4 \pm 0.5$  and  $7.3 \pm 0.9$  min, *recA*;  $1.8 \pm 0.2$ ,  $1.4 \pm 0.2$  and  $5.7 \pm 2.7$  min, *cpxQ*. C. Distribution of the percentage of degradation of *E. coli* transcripts (i. e. % RNA lost between T0 and T4) in Ec (orange line),  $\Delta$  (grey line) and Hs (blue line).

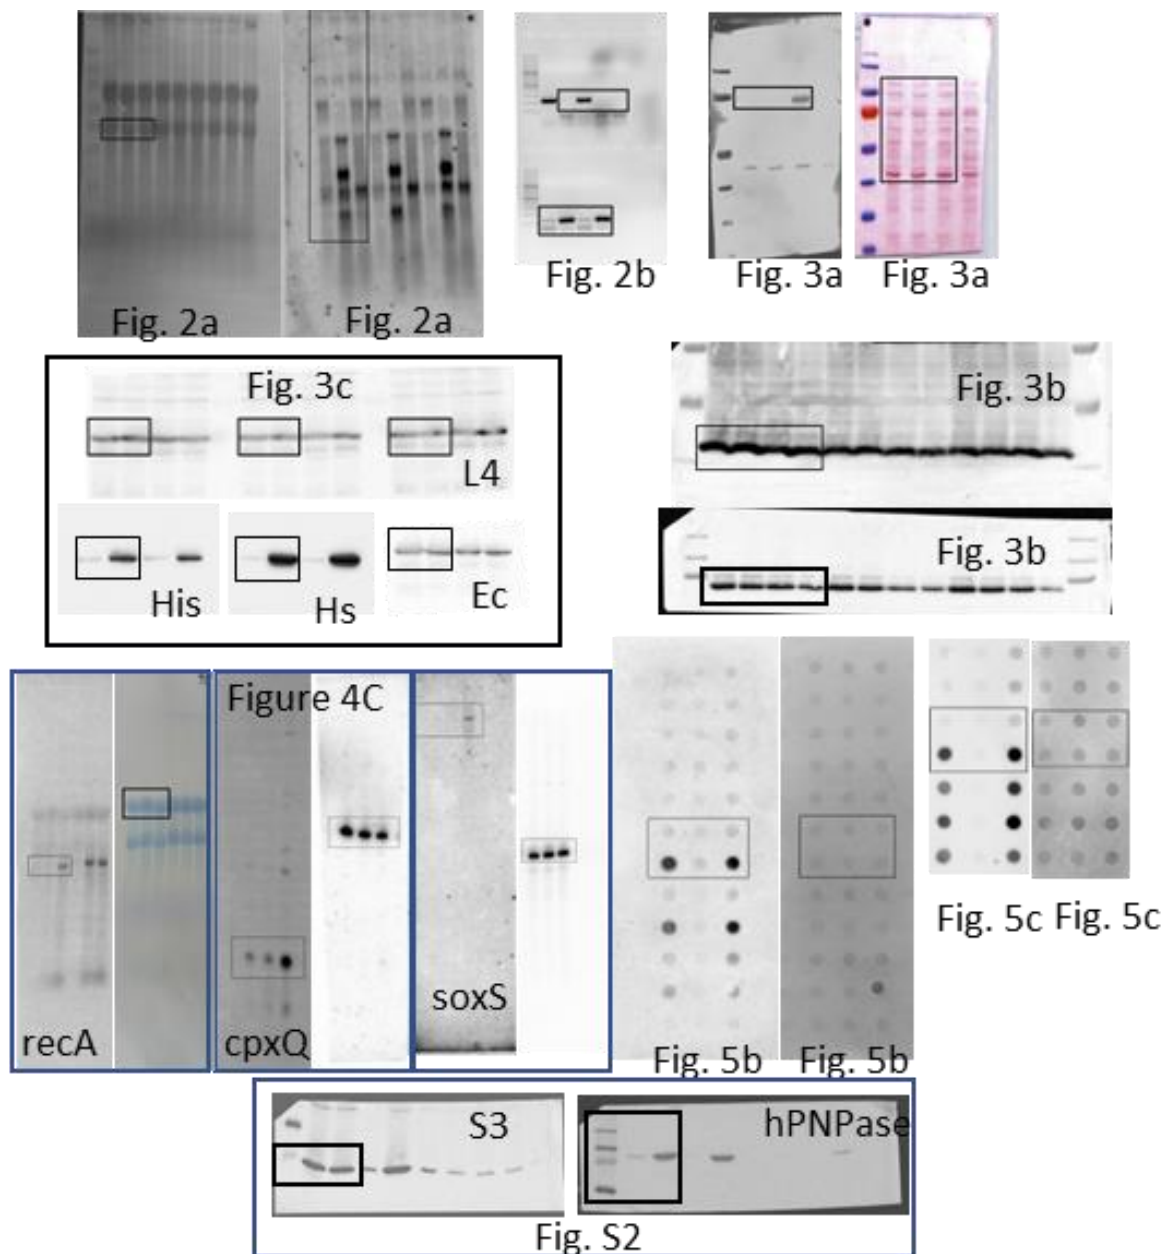

**Supplemental Fig. S4. Original images of gels and filters shown in the figures.**

# Supplementary material for: Human PNPase causes RNA stabilization and accumulation of R-loops in the Escherichia coli model system
**Source:** Sci Rep. 2023 Jul 21;13:11771. doi: 10.1038/s41598-023-38924-x
**Supplement:** Supplementary file 2 — Supplementary Table S1.

Table S1. Differentially expressed genes

| <i>Δpnp</i> vs . <i>pnp</i> <sup>+</sup> * |       |        |       |        |     | <i>hPNP</i> vs . <i>pnp</i> <sup>+</sup> * |       |        |       |        |     | <i>hPNP</i> vs . <i>Δpnp</i> * |       |        |       |        |     |
|--------------------------------------------|-------|--------|-------|--------|-----|--------------------------------------------|-------|--------|-------|--------|-----|--------------------------------|-------|--------|-------|--------|-----|
| Gene                                       | logFC | logCPM | F     | PValue | FDR | Gene                                       | logFC | logCPM | F     | PValue | FDR | Gene                           | logFC | logCPM | F     | PValue | FDR |
| <i>aceB</i>                                | -1.5  | 5.5    | 33.6  | 0.0    | 0.0 | <i>abgA</i>                                | -1.8  | 3.2    | 38.7  | 0.0    | 0.0 | <i>aceE</i>                    | 1.3   | 10.8   | 36.1  | 0.0    | 0.0 |
| <i>acnA</i>                                | -1.2  | 8.1    | 23.0  | 0.0    | 0.0 | <i>aceA</i>                                | -2.0  | 5.3    | 27.7  | 0.0    | 0.0 | <i>aceF</i>                    | 1.6   | 10.1   | 67.9  | 0.0    | 0.0 |
| <i>acnB</i>                                | -1.6  | 11.3   | 34.2  | 0.0    | 0.0 | <i>aceB</i>                                | -1.5  | 5.5    | 35.3  | 0.0    | 0.0 | <i>agp</i>                     | -1.3  | 7.7    | 34.6  | 0.0    | 0.0 |
| <i>acpS</i>                                | -1.2  | 5.7    | 113.6 | 0.0    | 0.0 | <i>aceE</i>                                | 1.3   | 10.8   | 32.2  | 0.0    | 0.0 | <i>alx</i>                     | 1.0   | 3.8    | 36.7  | 0.0    | 0.0 |
| <i>acs</i>                                 | -2.6  | 8.3    | 45.2  | 0.0    | 0.0 | <i>aceF</i>                                | 1.1   | 10.1   | 31.3  | 0.0    | 0.0 | <i>aphA</i>                    | -1.8  | 8.7    | 43.2  | 0.0    | 0.0 |
| <i>actP</i>                                | -2.2  | 6.1    | 55.8  | 0.0    | 0.0 | <i>acnA</i>                                | -1.0  | 8.1    | 17.6  | 0.0    | 0.0 | <i>araF</i>                    | -1.0  | 4.2    | 31.1  | 0.0    | 0.0 |
| <i>adhE</i>                                | -1.0  | 9.1    | 35.9  | 0.0    | 0.0 | <i>acnB</i>                                | -1.6  | 11.3   | 33.3  | 0.0    | 0.0 | <i>ariR</i>                    | 2.1   | 3.4    | 49.8  | 0.0    | 0.0 |
| <i>agaV</i>                                | -1.2  | 3.1    | 38.4  | 0.0    | 0.0 | <i>acpS</i>                                | -1.4  | 5.7    | 144.9 | 0.0    | 0.0 | <i>asnA</i>                    | 1.3   | 7.4    | 61.1  | 0.0    | 0.0 |
| <i>ais</i>                                 | 1.0   | 4.2    | 36.9  | 0.0    | 0.0 | <i>acrE</i>                                | 1.0   | 2.6    | 22.5  | 0.0    | 0.0 | <i>aspA</i>                    | -1.7  | 12.8   | 91.0  | 0.0    | 0.0 |
| <i>aldA</i>                                | -3.3  | 8.3    | 68.8  | 0.0    | 0.0 | <i>acs</i>                                 | -3.4  | 8.3    | 74.8  | 0.0    | 0.0 | <i>atoC</i>                    | -1.1  | 5.3    | 40.9  | 0.0    | 0.0 |
| <i>alsA</i>                                | -2.0  | 4.9    | 57.3  | 0.0    | 0.0 | <i>actP</i>                                | -2.4  | 6.1    | 68.8  | 0.0    | 0.0 | <i>bamE</i>                    | 1.0   | 8.3    | 70.4  | 0.0    | 0.0 |
| <i>alsB</i>                                | -2.3  | 5.6    | 46.4  | 0.0    | 0.0 | <i>adeQ</i>                                | -1.4  | 4.0    | 99.5  | 0.0    | 0.0 | <i>bdm</i>                     | 2.7   | 1.1    | 75.9  | 0.0    | 0.0 |
| <i>alsC</i>                                | -2.6  | 3.9    | 53.3  | 0.0    | 0.0 | <i>adhE</i>                                | -1.2  | 9.1    | 44.1  | 0.0    | 0.0 | <i>betI</i>                    | 1.6   | 6.4    | 23.9  | 0.0    | 0.0 |
| <i>alsE</i>                                | -2.4  | 4.7    | 34.0  | 0.0    | 0.0 | <i>agaV</i>                                | -2.2  | 3.1    | 112.1 | 0.0    | 0.0 | <i>betT</i>                    | 1.0   | 6.3    | 27.7  | 0.0    | 0.0 |
| <i>alsK</i>                                | -1.7  | 4.7    | 52.4  | 0.0    | 0.0 | <i>agp</i>                                 | -2.1  | 7.7    | 90.0  | 0.0    | 0.0 | <i>bfd</i>                     | -1.1  | 5.9    | 40.4  | 0.0    | 0.0 |
| <i>alsR</i>                                | -1.2  | 7.4    | 36.2  | 0.0    | 0.0 | <i>ais</i>                                 | 1.8   | 4.2    | 113.6 | 0.0    | 0.0 | <i>bglJ</i>                    | -1.4  | 4.4    | 44.6  | 0.0    | 0.0 |
| <i>ansP</i>                                | 1.1   | 5.3    | 44.1  | 0.0    | 0.0 | <i>aldA</i>                                | -3.5  | 8.3    | 78.0  | 0.0    | 0.0 | <i>bhsA</i>                    | 2.0   | 4.1    | 105.4 | 0.0    | 0.0 |
| <i>arcA</i>                                | -1.1  | 9.3    | 36.3  | 0.0    | 0.0 | <i>aldB</i>                                | -1.9  | 5.1    | 94.7  | 0.0    | 0.0 | <i>bsmA</i>                    | -1.5  | 9.4    | 148.2 | 0.0    | 0.0 |
| <i>argT</i>                                | -2.3  | 6.3    | 72.4  | 0.0    | 0.0 | <i>alsA</i>                                | -2.6  | 4.9    | 86.3  | 0.0    | 0.0 | <i>chiP</i>                    | -1.9  | 6.4    | 73.4  | 0.0    | 0.0 |
| <i>ariR</i>                                | -3.1  | 3.4    | 103.4 | 0.0    | 0.0 | <i>alsB</i>                                | -3.8  | 5.6    | 102.7 | 0.0    | 0.0 | <i>cho</i>                     | 1.5   | 5.4    | 132.7 | 0.0    | 0.0 |
| <i>arnA</i>                                | 1.3   | 6.2    | 119.9 | 0.0    | 0.0 | <i>alsC</i>                                | -3.7  | 3.9    | 93.0  | 0.0    | 0.0 | <i>cirA</i>                    | -1.7  | 7.0    | 24.6  | 0.0    | 0.0 |
| <i>arnB</i>                                | 1.3   | 6.2    | 71.6  | 0.0    | 0.0 | <i>alsE</i>                                | -3.6  | 4.7    | 68.5  | 0.0    | 0.0 | <i>cpxP</i>                    | 1.9   | 6.7    | 262.1 | 0.0    | 0.0 |
| <i>arnC</i>                                | 1.4   | 5.5    | 99.4  | 0.0    | 0.0 | <i>alsK</i>                                | -2.1  | 4.7    | 74.6  | 0.0    | 0.0 | <i>cpxQ</i>                    | 2.2   | 3.8    | 120.7 | 0.0    | 0.0 |
| <i>arnD</i>                                | 1.2   | 4.6    | 109.0 | 0.0    | 0.0 | <i>alsR</i>                                | -2.1  | 7.4    | 101.8 | 0.0    | 0.0 | <i>degP</i>                    | 2.3   | 9.5    | 56.9  | 0.0    | 0.0 |
| <i>arnE</i>                                | 1.1   | 4.1    | 57.2  | 0.0    | 0.0 | <i>ansP</i>                                | 1.0   | 5.3    | 43.6  | 0.0    | 0.0 | <i>dhaM</i>                    | -1.1  | 8.9    | 29.4  | 0.0    | 0.0 |
| <i>arnT</i>                                | 1.4   | 5.0    | 159.6 | 0.0    | 0.0 | <i>aphA</i>                                | -2.8  | 8.7    | 93.8  | 0.0    | 0.0 | <i>dicB</i>                    | 1.8   | -0.1   | 28.1  | 0.0    | 0.0 |
| <i>aroF</i>                                | -1.1  | 6.8    | 151.3 | 0.0    | 0.0 | <i>araB</i>                                | -1.0  | 3.9    | 24.7  | 0.0    | 0.0 | <i>dinB</i>                    | 1.7   | 5.6    | 199.1 | 0.0    | 0.0 |
| <i>asnU</i>                                | 1.1   | 1.5    | 37.6  | 0.0    | 0.0 | <i>araC</i>                                | -1.1  | 6.9    | 26.4  | 0.0    | 0.0 | <i>dinD</i>                    | 1.2   | 4.9    | 76.0  | 0.0    | 0.0 |
| <i>aspT</i>                                | 1.3   | 5.3    | 73.2  | 0.0    | 0.0 | <i>araD</i>                                | -1.2  | 2.0    | 25.5  | 0.0    | 0.0 | <i>dinF</i>                    | 1.1   | 6.0    | 120.7 | 0.0    | 0.0 |
| <i>aspU</i>                                | 1.4   | 2.0    | 28.7  | 0.0    | 0.0 | <i>araF</i>                                | -1.6  | 4.2    | 73.8  | 0.0    | 0.0 | <i>dinI</i>                    | 3.7   | 6.4    | 279.0 | 0.0    | 0.0 |
| <i>astA</i>                                | -3.5  | 4.6    | 57.2  | 0.0    | 0.0 | <i>argT</i>                                | -1.6  | 6.3    | 38.6  | 0.0    | 0.0 | <i>dinQ</i>                    | 1.4   | 6.2    | 66.6  | 0.0    | 0.0 |
| <i>astB</i>                                | -3.0  | 4.9    | 47.2  | 0.0    | 0.0 | <i>arnA</i>                                | 1.4   | 6.2    | 155.5 | 0.0    | 0.0 | <i>dmlR</i>                    | -1.3  | 6.1    | 36.4  | 0.0    | 0.0 |
| <i>astC</i>                                | -4.0  | 4.8    | 58.4  | 0.0    | 0.0 | <i>arnB</i>                                | 2.0   | 6.2    | 169.3 | 0.0    | 0.0 | <i>dppA</i>                    | -1.8  | 12.4   | 31.6  | 0.0    | 0.0 |
| <i>astD</i>                                | -3.3  | 5.1    | 60.0  | 0.0    | 0.0 | <i>arnC</i>                                | 1.8   | 5.5    | 159.3 | 0.0    | 0.0 | <i>dppB</i>                    | -1.7  | 9.5    | 36.6  | 0.0    | 0.0 |
| <i>astE</i>                                | -3.1  | 4.1    | 91.3  | 0.0    | 0.0 | <i>arnD</i>                                | 1.5   | 4.6    | 155.0 | 0.0    | 0.0 | <i>dppC</i>                    | -1.6  | 8.9    | 34.3  | 0.0    | 0.0 |
| <i>atpC</i>                                | -1.1  | 9.9    | 54.0  | 0.0    | 0.0 | <i>arnT</i>                                | 1.4   | 5.0    | 159.0 | 0.0    | 0.0 | <i>dppD</i>                    | -1.7  | 9.4    | 45.0  | 0.0    | 0.0 |
| <i>azoR</i>                                | -1.1  | 5.2    | 34.2  | 0.0    | 0.0 | <i>aspA</i>                                | -1.5  | 12.8   | 69.3  | 0.0    | 0.0 | <i>dppF</i>                    | -1.8  | 9.3    | 39.9  | 0.0    | 0.0 |
| <i>bamD</i>                                | -1.4  | 9.3    | 195.9 | 0.0    | 0.0 | <i>aspT</i>                                | 1.0   | 5.3    | 45.8  | 0.0    | 0.0 | <i>entA</i>                    | -1.0  | 4.5    | 39.2  | 0.0    | 0.0 |
| <i>bamE</i>                                | -1.3  | 8.3    | 117.5 | 0.0    | 0.0 | <i>aspU</i>                                | 1.5   | 2.0    | 31.2  | 0.0    | 0.0 | <i>entB</i>                    | -1.2  | 4.9    | 26.4  | 0.0    | 0.0 |
| <i>betA</i>                                | -2.2  | 6.5    | 45.3  | 0.0    | 0.0 | <i>asr</i>                                 | 1.4   | 1.6    | 36.5  | 0.0    | 0.0 | <i>entC</i>                    | -1.3  | 5.3    | 36.3  | 0.0    | 0.0 |
| <i>betB</i>                                | -2.2  | 7.1    | 46.0  | 0.0    | 0.0 | <i>astA</i>                                | -3.3  | 4.6    | 52.7  | 0.0    | 0.0 | <i>entE</i>                    | -1.4  | 5.2    | 64.6  | 0.0    | 0.0 |
| <i>betI</i>                                | -1.9  | 6.4    | 34.3  | 0.0    | 0.0 | <i>astB</i>                                | -3.0  | 4.9    | 47.2  | 0.0    | 0.0 | <i>entH</i>                    | -1.1  | 3.4    | 26.2  | 0.0    | 0.0 |
| <i>betT</i>                                | -1.6  | 6.3    | 67.2  | 0.0    | 0.0 | <i>astC</i>                                | -3.6  | 4.8    | 49.6  | 0.0    | 0.0 | <i>fepA</i>                    | -1.3  | 5.9    | 96.2  | 0.0    | 0.0 |
| <i>bglJ</i>                                | 1.4   | 4.4    | 47.5  | 0.0    | 0.0 | <i>astD</i>                                | -3.3  | 5.1    | 60.1  | 0.0    | 0.0 | <i>fepC</i>                    | -1.1  | 5.3    | 30.9  | 0.0    | 0.0 |
| <i>bsmA</i>                                | 1.5   | 9.4    | 142.8 | 0.0    | 0.0 | <i>astE</i>                                | -3.2  | 4.1    | 99.3  | 0.0    | 0.0 | <i>fes</i>                     | -1.4  | 5.4    | 117.1 | 0.0    | 0.0 |

|             |      |     |       |     |     |
|-------------|------|-----|-------|-----|-----|
| <i>ykgH</i> | -1.1 | 3.4 | 19.0  | 0.0 | 0.0 |
| <i>ymfA</i> | 2.1  | 4.6 | 62.6  | 0.0 | 0.0 |
| <i>ymgA</i> | -2.7 | 3.8 | 112.5 | 0.0 | 0.0 |
| <i>ymgC</i> | -2.9 | 2.2 | 99.7  | 0.0 | 0.0 |
| <i>ymgG</i> | -1.1 | 5.6 | 23.0  | 0.0 | 0.0 |
| <i>yncJ</i> | 1.1  | 3.4 | 22.8  | 0.0 | 0.0 |
| <i>ynhF</i> | 1.8  | 3.2 | 82.4  | 0.0 | 0.0 |
| <i>ynjE</i> | 1.2  | 5.4 | 98.3  | 0.0 | 0.0 |
| <i>yoaL</i> | 1.0  | 4.7 | 65.3  | 0.0 | 0.0 |
| <i>ypjD</i> | -1.3 | 6.6 | 67.8  | 0.0 | 0.0 |
| <i>yqaB</i> | -1.1 | 7.1 | 100.0 | 0.0 | 0.0 |
| <i>yqeB</i> | -1.3 | 6.3 | 24.6  | 0.0 | 0.0 |
| <i>yqhD</i> | -1.1 | 5.8 | 26.2  | 0.0 | 0.0 |
| <i>yqhH</i> | 1.2  | 2.8 | 22.9  | 0.0 | 0.0 |
| <i>yqiJ</i> | 1.2  | 3.5 | 35.8  | 0.0 | 0.0 |
| <i>yqiK</i> | 1.2  | 4.9 | 31.8  | 0.0 | 0.0 |
| <i>yraQ</i> | 1.1  | 6.1 | 54.2  | 0.0 | 0.0 |
| <i>yrbN</i> | 2.2  | 5.6 | 37.0  | 0.0 | 0.0 |
| <i>ytfE</i> | -1.1 | 4.9 | 26.6  | 0.0 | 0.0 |
| <i>ytfQ</i> | -1.7 | 7.2 | 43.8  | 0.0 | 0.0 |
| <i>ytfR</i> | -1.3 | 5.9 | 29.8  | 0.0 | 0.0 |
| <i>ytfT</i> | -1.1 | 4.6 | 23.7  | 0.0 | 0.0 |
| <i>ytjA</i> | -1.0 | 6.1 | 21.2  | 0.0 | 0.0 |

\**pnp*<sup>+</sup>, C-1a; *Δpnp*, C-5691; *hPNP*, C-6001

|             |      |     |       |     |     |
|-------------|------|-----|-------|-----|-----|
| <i>ypdK</i> | 2.1  | 2.3 | 25.4  | 0.0 | 0.0 |
| <i>ypeC</i> | 1.6  | 5.0 | 89.8  | 0.0 | 0.0 |
| <i>ypfG</i> | 1.3  | 5.0 | 58.5  | 0.0 | 0.0 |
| <i>ypjD</i> | -1.2 | 6.6 | 61.6  | 0.0 | 0.0 |
| <i>yqaA</i> | -1.1 | 7.3 | 147.4 | 0.0 | 0.0 |
| <i>yqaB</i> | -1.0 | 7.1 | 94.4  | 0.0 | 0.0 |
| <i>yqeB</i> | -2.7 | 6.3 | 88.5  | 0.0 | 0.0 |
| <i>yqeC</i> | -2.9 | 5.8 | 59.1  | 0.0 | 0.0 |
| <i>yqeF</i> | -1.3 | 9.2 | 57.4  | 0.0 | 0.0 |
| <i>yqgD</i> | 1.4  | 4.2 | 28.1  | 0.0 | 0.0 |
| <i>yqhH</i> | 1.1  | 2.8 | 21.3  | 0.0 | 0.0 |
| <i>yqiJ</i> | 1.0  | 3.5 | 25.1  | 0.0 | 0.0 |
| <i>yqiK</i> | 1.1  | 4.9 | 22.9  | 0.0 | 0.0 |
| <i>yraQ</i> | 1.6  | 6.1 | 114.3 | 0.0 | 0.0 |
| <i>yrbN</i> | 2.1  | 5.6 | 34.2  | 0.0 | 0.0 |
| <i>ysaB</i> | 1.0  | 2.8 | 23.9  | 0.0 | 0.0 |
| <i>ytfE</i> | -1.2 | 4.9 | 30.9  | 0.0 | 0.0 |
| <i>ytfQ</i> | -3.2 | 7.2 | 135.6 | 0.0 | 0.0 |
| <i>ytfR</i> | -2.6 | 5.9 | 112.3 | 0.0 | 0.0 |
| <i>ytfT</i> | -2.5 | 4.6 | 101.9 | 0.0 | 0.0 |
| <i>yzgL</i> | -1.6 | 7.5 | 41.2  | 0.0 | 0.0 |

---

*\*pnp*<sup>+</sup>, C-1a;  $\Delta$ *pnp*, C-5691; *hPNP*, C-6001

# Supplementary material for: Human PNPase causes RNA stabilization and accumulation of R-loops in the Escherichia coli model system
**Source:** Sci Rep. 2023 Jul 21;13:11771. doi: 10.1038/s41598-023-38924-x
**Supplement:** Supplementary file 3 — Supplementary Table S2.

**Table S2. Global RNA stability**

| Gene <sup>a</sup> | <i>pnp</i> <sup>+b</sup> | $\Delta pnp$ <sup>b</sup> | <i>PNPTI</i> <sub>Ec</sub> <sup>t</sup> | $\Delta pnp$ vs. <i>pnp</i> <sup>+c</sup> | <i>PNPTI</i> <sub>Ec</sub> vs. <i>pnp</i> <sup>+d</sup> | $\Delta pnp$ vs. <i>PNPTI</i> <sub>Ec</sub> <sup>e</sup> |
|-------------------|--------------------------|---------------------------|-----------------------------------------|-------------------------------------------|---------------------------------------------------------|----------------------------------------------------------|
| <i>aaeA</i>       | 4                        | 3                         | 3                                       | -1                                        | -1                                                      | 0                                                        |
| <i>aaeB</i>       | 4                        | 3                         | 2                                       | -1                                        | -2                                                      | 1                                                        |
| <i>aaeR</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>aaeX</i>       | 4                        | 4                         | 3                                       | 0                                         | -1                                                      | 1                                                        |
| <i>aas</i>        | 4                        | 4                         | 4                                       | 0                                         | 0                                                       | 0                                                        |
| <i>aat</i>        | 4                        | 4                         | 4                                       | 0                                         | 0                                                       | 0                                                        |
| <i>abgA</i>       | 2                        | 2                         | 2                                       | 0                                         | 0                                                       | 0                                                        |
| <i>abgB</i>       | 2                        | 3                         | 2                                       | 1                                         | 0                                                       | 1                                                        |
| <i>abgR</i>       | 4                        | 4                         | 4                                       | 0                                         | 0                                                       | 0                                                        |
| <i>abgT</i>       | 4                        | 4                         | 4                                       | 0                                         | 0                                                       | 0                                                        |
| <i>abrB</i>       | 3                        | 3                         | 2                                       | 0                                         | -1                                                      | 1                                                        |
| <i>accA</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>accB</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>accC</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>accD</i>       | 3                        | 3                         | 3                                       | 0                                         | 0                                                       | 0                                                        |
| <i>aceA</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>aceB</i>       | 1                        | 3                         | 3                                       | 2                                         | 2                                                       | 0                                                        |
| <i>aceE</i>       | 1                        | 1                         | 2                                       | 0                                         | 1                                                       | -1                                                       |
| <i>aceF</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>aceK</i>       | 2                        | 3                         | 2                                       | 1                                         | 0                                                       | 1                                                        |
| <i>ackA</i>       | 2                        | 3                         | 3                                       | 1                                         | 1                                                       | 0                                                        |
| <i>acnA</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>acnB</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>acpH</i>       | 4                        | 4                         | 3                                       | 0                                         | -1                                                      | 1                                                        |
| <i>acpP</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>acpS</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>acpT</i>       | 4                        | 4                         | 4                                       | 0                                         | 0                                                       | 0                                                        |
| <i>acrA</i>       | 2                        | 3                         | 2                                       | 1                                         | 0                                                       | 1                                                        |
| <i>acrB</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>acrD</i>       | 4                        | 4                         | 3                                       | 0                                         | -1                                                      | 1                                                        |
| <i>acrE</i>       | 4                        | 3                         | 2                                       | -1                                        | -2                                                      | 1                                                        |
| <i>acrF</i>       | 4                        | 3                         | 3                                       | -1                                        | -1                                                      | 0                                                        |
| <i>acrR</i>       | 4                        | 4                         | 4                                       | 0                                         | 0                                                       | 0                                                        |
| <i>acrZ</i>       | 4                        | 4                         | 3                                       | 0                                         | -1                                                      | 1                                                        |
| <i>acs</i>        | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>actP</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>ada</i>        | 4                        | 4                         | 3                                       | 0                                         | -1                                                      | 1                                                        |
| <i>add</i>        | 2                        | 3                         | 2                                       | 1                                         | 0                                                       | 1                                                        |
| <i>adeD</i>       | 4                        | 4                         | 3                                       | 0                                         | -1                                                      | 1                                                        |
| <i>adeP</i>       | 4                        | 4                         | 3                                       | 0                                         | -1                                                      | 1                                                        |
| <i>adeQ</i>       | 4                        | 3                         | 2                                       | -1                                        | -2                                                      | 1                                                        |
| <i>adhE</i>       | 3                        | 3                         | 2                                       | 0                                         | -1                                                      | 1                                                        |
| <i>adhP</i>       | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>adiA</i>       | 4                        | 4                         | 4                                       | 0                                         | 0                                                       | 0                                                        |
| <i>adiC</i>       | 4                        | 3                         | 3                                       | -1                                        | -1                                                      | 0                                                        |
| <i>adiY</i>       | 1                        | 2                         | 2                                       | 1                                         | 1                                                       | 0                                                        |
| <i>adk</i>        | 1                        | 1                         | 1                                       | 0                                         | 0                                                       | 0                                                        |
| <i>aegA</i>       | 3                        | 4                         | 3                                       | 1                                         | 0                                                       | 1                                                        |

|             |   |   |   |    |    |    |
|-------------|---|---|---|----|----|----|
| <i>yshB</i> | 1 | 2 | 2 | 1  | 1  | 0  |
| <i>ytfB</i> | 4 | 4 | 3 | 0  | -1 | 1  |
| <i>ytfE</i> | 4 | 4 | 3 | 0  | -1 | 1  |
| <i>ytfF</i> | 4 | 4 | 3 | 0  | -1 | 1  |
| <i>ytfH</i> | 4 | 4 | 3 | 0  | -1 | 1  |
| <i>ytfJ</i> | 4 | 3 | 3 | -1 | -1 | 0  |
| <i>ytfK</i> | 2 | 1 | 1 | -1 | -1 | 0  |
| <i>ytfL</i> | 4 | 4 | 4 | 0  | 0  | 0  |
| <i>ytfP</i> | 3 | 3 | 2 | 0  | -1 | 1  |
| <i>ytfQ</i> | 2 | 3 | 2 | 1  | 0  | 1  |
| <i>ytfR</i> | 4 | 3 | 2 | -1 | -2 | 1  |
| <i>ytfT</i> | 3 | 2 | 1 | -1 | -2 | 1  |
| <i>ytiA</i> | 4 | 4 | 3 | 0  | -1 | 1  |
| <i>ytiC</i> | 4 | 3 | 3 | -1 | -1 | 0  |
| <i>ytiD</i> | 4 | 3 | 3 | -1 | -1 | 0  |
| <i>ytiA</i> | 1 | 1 | 1 | 0  | 0  | 0  |
| <i>ytiB</i> | 4 | 4 | 3 | 0  | -1 | 1  |
| <i>ytiC</i> | 2 | 3 | 2 | 1  | 0  | 1  |
| <i>yzcX</i> | 3 | 3 | 3 | 0  | 0  | 0  |
| <i>yzfA</i> | 3 | 3 | 2 | 0  | -1 | 1  |
| <i>yzgL</i> | 2 | 1 | 2 | -1 | 0  | -1 |
| <i>zapA</i> | 4 | 4 | 3 | 0  | -1 | 1  |
| <i>zapB</i> | 2 | 2 | 1 | 0  | -1 | 1  |
| <i>zapC</i> | 4 | 4 | 4 | 0  | 0  | 0  |
| <i>zapD</i> | 4 | 4 | 4 | 0  | 0  | 0  |
| <i>zapE</i> | 4 | 3 | 3 | -1 | -1 | 0  |
| <i>zinT</i> | 1 | 1 | 1 | 0  | 0  | 0  |
| <i>zipA</i> | 4 | 4 | 4 | 0  | 0  | 0  |
| <i>zitB</i> | 4 | 3 | 3 | -1 | -1 | 0  |
| <i>zntA</i> | 4 | 4 | 3 | 0  | -1 | 1  |
| <i>zntB</i> | 3 | 4 | 3 | 1  | 0  | 1  |
| <i>zntR</i> | 1 | 1 | 1 | 0  | 0  | 0  |
| <i>znuA</i> | 3 | 3 | 3 | 0  | 0  | 0  |
| <i>znuB</i> | 4 | 4 | 4 | 0  | 0  | 0  |
| <i>znuC</i> | 4 | 4 | 4 | 0  | 0  | 0  |
| <i>zraP</i> | 3 | 4 | 3 | 1  | 0  | 1  |
| <i>zraR</i> | 4 | 4 | 3 | 0  | -1 | 1  |
| <i>zraS</i> | 4 | 4 | 4 | 0  | 0  | 0  |
| <i>zupT</i> | 4 | 4 | 2 | 0  | -2 | 2  |
| <i>zur</i>  | 4 | 4 | 4 | 0  | 0  | 0  |
| <i>zwf</i>  | 1 | 1 | 1 | 0  | 0  | 0  |

<sup>a</sup> Only genes with more than 10 reads in at least one strain were considered

<sup>b</sup> Decreasing RNA stability from Cat. 1 to Cat. 4

<sup>c</sup> Negative values, genes destabilized in presence of EcPNPase; positive values, genes stabilized in presence of EcPNPase; 0, no difference in presence or absence of EcPNPase

<sup>d</sup> Negative values, genes more stable in presence of hPNPase than with EcPNPase; positive values, genes less stable in presence of hPNPase than with EcPNPase; 0, no difference in the two strains

<sup>e</sup> Negative values, genes destabilized in presence of hPNPase; positive values, genes stabilized in presence of hPNPase; 0, no difference in presence or absence of hPNPase

How the deposited data were processed for this re-analysis (not part of the article)

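RNA was sequenced from 9 cultures of *E. coli*, 3 replicate cultures of each of 3 strains: C-1a (*pnp*+), C-5691 (Δ*pnp*) and C-6001 (*PNPT1*_*Ec*_), grown at 37 °C up to OD_600_ = 0.8. The authors removed rRNA, prepared stranded libraries, mapped the paired reads on the K12 MG1655 RefSeq genome with bowtie2 and counted with bedtools the reads that overlapped each annotated gene. The deposited values are raw counts per gene and library, whole numbers with no normalization. The paper does not give the versions of these tools, or whether the counting used the strand or counted mates once, so overlapping and antisense genes and gene copies are reported as uncertain. Samples were grouped by the strain that the sample labels give, and the 9 columns of the table were all used. Gene positions and locus tags were taken from the RefSeq table of the same genome, to which 4363 of the 4419 genes were matched by name or by a unique synonym and 56 were not.

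Genes with 0 counts in the 9 libraries (246) were left out, and the remaining 4173 were tested with edgeR 4.0.16 in R 4.3.3. The thresholds were those of the paper, FDR < 0.01 and an absolute log2 fold change of at least 1. TMM factors, the quasi-likelihood F-test in the form of earlier edgeR releases, and Benjamini-Hochberg adjustment were used in 1 fit of the 9 libraries, with strain as the only term, because Supplemental Table S1 gives 1 average expression per gene for the 3 comparisons. The TMM factors ranged from 0.806 to 1.12. CPM are counts scaled to the library size times its TMM factor, except for the induction folds, which use the library size alone. Standard errors of log2 fold changes were derived as the absolute log2 fold change divided by the square root of the F statistic, and 95% intervals from them and the t distribution with the degrees of freedom of the fit. Counts were simulated for 4173 genes from 1 mean profile pooled over the 9 real libraries and scaled to the size of each. In *PNPT1*_*Ec*_, 200 genes with an average log2 CPM above 1 were changed by 2 on the log2 scale, up or down. edgeR called 98.5% and 97.5% of the changed genes in the 2 comparisons that held changes, with 1 and 2 false calls. It called 0 genes in the comparison without changes. DESeq2 1.42.0 called 99% and 98.5%, with 5 and 3 false calls, and 1 gene in the comparison without changes. The simulation held no smaller changes and no outlying culture, so these rates cannot be taken as those of the real comparisons.

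Total counts per library ranged from 10908531 to 18626187. The number of counts sets the precision of each value: *cpxQ* had 35 to 40 counts in each *pnp*+ library, whereas *recA* had between 3975 and 72596 counts in the 9 libraries, where the difference between cultures is the larger part of the error. The genes named were fixed before the data were examined: *pnp*, the genes the paper names for these data, the 23 genes of Supplemental Fig. S3A, the members of the LexA and CpxR lists, and in each comparison the 3 DEGs with the largest increase and the 3 with the largest decrease among those whose CPM did not overlap between the strains. *ymgG*, *metY*, *ssrA* and the genes at the ends of the uncounted region were named after their values were seen. The LexA and CpxR lists were written from general knowledge and tested by two-sided Fisher's exact tests over all genes tested, with adjustment over 6 tests. The culture numbers 1 to 3 come from the sample labels, and the paper does not state whether cultures with the same number were grown together; the replicate number was used as a block in an alternative fit only.

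The alternatives set before the data were examined were DESeq2's size factors in the edgeR fit, scaling by library size only, the DESeq2 Wald test, the edgeR 4 form of the quasi-likelihood test, filterByExpr, a filter of more than 10 counts in at least 1 library, fits of only the 6 libraries of the 2 strains compared, the replicate block, glmTreat, an FDR threshold of 0.05, leaving out rRNA and tRNA genes, leaving out each library in turn, camera from limma 3.58.1 for the gene lists, the LexA list without the 6 SOS genes that the paper names, the CpxR list without *cpxQ* and *cpxP*, and other forms of the stability comparison. The RNA stability experiment with rifampicin, the Northern blots and the growth assays were not analysed here; only the stability categories of Supplemental Table S2 were compared with the fold changes.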

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

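Both patterns in this part were seen before the tests of them were chosen.

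Of the 368 genes that passed the DEG thresholds in both strains against *pnp*+, 8 changed in opposite directions. They are *tdcA*, *tdcB*, *tdcC*, *tdcD*, *tdcE* and *tdcF*, which were higher in Δ*pnp* (log2 fold changes of 1.29 to 2.27) and lower in *PNPT1*_*Ec*_ (-3.61 to -1.56), and *recN* and *ymgG*, which were lower in Δ*pnp* (-1.03 and -1.13) and higher in *PNPT1*_*Ec*_ (2.62 and 1.94). The FDR of *PNPT1*_*Ec*_ versus Δ*pnp* was between 1.41e-07 and 0.000169 for the 8 genes in edgeR's quasi-likelihood F-test. Since the genes were chosen for calls in opposite directions against the same *pnp*+ libraries, a large difference was built in. These FDR values are therefore no separate support. Under DESeq2's size factors and under scaling by library size only, the signs were opposite for 8 of the 8 genes, and both calls were made for 6 of them with library size only. With each library left out in turn, the signs were opposite for 8 of 8 in each of the 9 fits, and both calls were made for 4 to 7 of them. Because the genes were chosen for this pattern, these counts alone cannot rule out the scaling or a single library. For *tdcA* to *tdcD*, though, both calls were kept in each of the 9 fits. Their log2 fold changes there were 1.13 to 2.40 in Δ*pnp* and -3.77 to -1.56 in *PNPT1*_*Ec*_. Over the 11 other alternatives, the scalings included, they were 1.25 to 2.53 and -3.64 to -1.38. These values argue against both explanations for *tdcA* to *tdcD*. For *tdcC* to *tdcF*, the Δ*pnp* culture nearest to *pnp*+ was replicate 2, and for *tdcA* and *tdcB* it was replicate 3. The log2 fold change of *recN* in Δ*pnp* was -0.76 with library size only, -0.99 in the 6 libraries of the 2 strains, -0.92 without *pnp*+ replicate 3 and -0.96 without Δ*pnp* replicate 3, and the call of *ymgG* in Δ*pnp* was lost with library size only (-0.88) and in 4 of the 9 fits with 1 library left out. Those of *tdcE* were lost in 2 of these fits in Δ*pnp* and 6 in *PNPT1*_*Ec*_, and those of *tdcF* in 4 in each strain. The calls of *recN*, *ymgG*, *tdcE* and *tdcF* may thus depend on the scaling or on single libraries.

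The tRNA genes *metW*, *metV* and *metZ*, which the paper does not discuss, had the largest increases of all DEGs in both strains against *pnp*+. Their log2 fold changes were 4.90, 4.70 and 4.68 in Δ*pnp* versus *pnp*+ and 5.55, 5.32 and 5.33 in *PNPT1*_*Ec*_ versus *pnp*+. In CPM, *metW* had 17.3 ± 8.03 (SD, n = 3) in *pnp*+, 518 ± 171 in Δ*pnp* and 819 ± 94.3 in *PNPT1*_*Ec*_, and the counts of the 3 genes in *pnp*+ were between 30 and 369 per library. If reads had only been moved between these copies and *metY*, the sum of *metZ*, *metW*, *metV* and *metY* would not change; the sum rose by 4.13 in Δ*pnp* versus *pnp*+ and 4.77 in *PNPT1*_*Ec*_ versus *pnp*+. If tRNA genes had risen in general, the 3 genes would lie near the others; the median of the 82 other tRNA genes was 0.98 in Δ*pnp* versus *pnp*+ and 1.01 in *PNPT1*_*Ec*_ versus *pnp*+, and the 3 genes exceeded it by at least 3.70. With library size only, the scaling that moved the median of all genes by 0.26 and 0.31, the lowest of the 6 values was 4.92 and the tRNA medians were 1.22 and 1.32. Short genes did not rise as much in general, since the median of 160 other genes under 150 bp was at most 0.35 (0.352). These medians speak only against a shift common to all tRNA genes or all short genes, because they do not show how far single genes rose. Of 86 tRNA genes, 16 were up-regulated in Δ*pnp* versus *pnp*+ and 17 in *PNPT1*_*Ec*_ versus *pnp*+, with 0 down. *metY*, at another locus, rose by 1.59 in Δ*pnp* versus *pnp*+ and 1.98 in *PNPT1*_*Ec*_ versus *pnp*+. The increase was present in 6 of the 6 libraries without EcPNPase, and *PNPT1*_*Ec*_ and Δ*pnp* did not differ at FDR < 0.01 (log2 fold changes of 0.62 to 0.66, FDR of 0.116 to 0.230 in edgeR's quasi-likelihood F-test). A candidate explanation is that transcripts of this locus accumulate when EcPNPase is absent and that hPNPase does not replace it there. GC content and the likeness of the copies were not examined, because no genome sequence was used here, and mature tRNA cannot be told from longer transcripts in gene counts.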

How the results depend on the processing

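With DESeq2's size factors in the edgeR fit, the DESeq2 Wald test (564, 825 and 281 DEGs), edgeR 4's quasi-likelihood test, filterByExpr, more than 10 counts in at least 1 library, an FDR threshold of 0.05 (589, 850 and 281) or no rRNA and tRNA genes, the numbers of DEGs, of down- and of up-regulated genes in the 3 comparisons stayed within 1.5 times 510, 756 and 238 and their parts. The LexA list kept its adjusted p under 0.05 in *PNPT1*_*Ec*_ versus *pnp*+ and *PNPT1*_*Ec*_ versus Δ*pnp* under each setting in which it was tested, as did CpxR in *PNPT1*_*Ec*_ versus Δ*pnp*.

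With library size only, the numbers of DEGs were 529, 930 and 220, but their directions moved: 156 down and 373 up in Δ*pnp* versus *pnp*+ (70.5% up, against 39.8%) and 273 down and 657 up in *PNPT1*_*Ec*_ versus *pnp*+ (70.6% up, against 44.2%), where the median of all genes rose by 0.26 and 0.31. TMM holds that most genes do not change; which direction prevails therefore depends on the scaling, and the cause was not tested. The fit of only the 6 libraries of the 2 strains gave 324 DEGs in Δ*pnp* versus *pnp*+, 180 of them down. Tested against a log2 fold change of 1 (glmTreat), 78 genes remained in Δ*pnp* versus *pnp*+ (53 down, 25 up), 254 in *PNPT1*_*Ec*_ versus *pnp*+ (171 down, 83 up) and 52 in *PNPT1*_*Ec*_ versus Δ*pnp* (19 down, 33 up), so that up-regulated genes were the more frequent in *PNPT1*_*Ec*_ versus Δ*pnp*; of the genes in Supplemental Fig. S3A, 2 differed in *PNPT1*_*Ec*_ versus *pnp*+.

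The CpxR list in *PNPT1*_*Ec*_ versus *pnp*+ passed 0.05 with the DESeq2 Wald test (adjusted p 0.0373), the 6 libraries (0.0353), an FDR threshold of 0.05 (0.0435) and camera (0.000450), against 0.0808; over its alternatives the adjusted p ranged from 0.000450 to 0.359, and with 1 library left out from 0.0243 to 0.250. The LexA list in Δ*pnp* versus *pnp*+ had fewer DEGs than expected by Fisher's exact test but a shift to higher expression in camera (adjusted p 0.136); the adjusted p ranged from 0.0963 to 1 over the alternatives and from 0.0382 to 0.619 with 1 library left out. The causes were not tested.

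Across the 9 fits that each left out 1 library, DEGs in Δ*pnp* versus *pnp*+ ranged from 361 to 756, with 192 to 440 down and 131 to 316 up, and down-regulated genes in *PNPT1*_*Ec*_ versus Δ*pnp* from 81 to 152 and up-regulated ones from 81 to 135. Up-regulated genes were the more frequent in that comparison in 2 of the 9 fits, without Δ*pnp* replicate 2 (114 down, 135 up) and without *PNPT1*_*Ec*_ replicate 1 (81 down, 91 up). In 9 of 9 fits *PNPT1*_*Ec*_ versus *pnp*+ had more DEGs than Δ*pnp* versus *pnp*+; the gap was narrowest without Δ*pnp* replicate 2, at 821 against 756.

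The replicate number as a block gave 486 DEGs in Δ*pnp* versus *pnp*+ and 212 in *PNPT1*_*Ec*_ versus Δ*pnp*, where the deviations of same-numbered cultures had mean correlations of -0.0037 and 0.05 and carried no sign of pairing. In that fit the LexA list had an adjusted p of 1.68e-18 in *PNPT1*_*Ec*_ versus Δ*pnp* and CpxR of 0.00178.

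Of the named genes, those near 0 changed sign. The log2 fold change of *recG* in *PNPT1*_*Ec*_ versus Δ*pnp* was -0.028 with DESeq2's size factors and with the DESeq2 Wald test, -0.0044 in the 6 libraries and -0.017 without rRNA and tRNA genes, and -0.059 to 0.042 with 1 library left out. That of *rnhA* in Δ*pnp* versus *pnp*+ was 0.25 with library size only, 0.040 in the 6 libraries, 0.0014 under the block and 0.026 without rRNA and tRNA genes, and -0.028 to 0.086 with 1 library left out; in *PNPT1*_*Ec*_ versus *pnp*+ it was 0.16 with library size only. That of *topA* in *PNPT1*_*Ec*_ versus Δ*pnp* was -0.25 to 0.12 with 1 library left out. Under the 11 alternatives other than leaving out a library, 902 values for the named genes kept direction and call, 31 lost the call and 2 induction folds moved; with 1 library left out, 725 kept both and 39 lost the call. The cause was not tested.

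The stability comparison fell from a rho of 0.09 to 0.011 (p = 0.599) in genes with an average log2 CPM of at least 5. Depth limits genes with few counts: *yafO*, with at most 3 counts per library, had a log2 fold change of 3.51 in Δ*pnp* versus *pnp*+ without passing the threshold (FDR = 0.158 in edgeR's quasi-likelihood F-test), and *cpxQ* rests on 35 to 40 counts per *pnp*+ library.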

Differences from the paper's values

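None of the paper's numbers of DEGs compared here differed by more than 1.5 times. The same held for the induction folds in Supplemental Fig. S3A, which were read by eye. A smaller gap, such as that of *aroF* in Δ*pnp*, was not counted as a difference. The log2 fold changes in Supplemental Table S1 of the genes chosen for naming did not differ beyond the error of the fold change. Among the other genes of that table, 1 name in Δ*pnp* versus *pnp*+ and 1 in *PNPT1*_*Ec*_ versus *pnp*+ had a listed log2 fold change that differed by 1.09 and 2.02 from the one computed here; the names were read from a text copy of the table, and a misread name was not excluded. The numbers of DEGs differed by at most 4: 510, 756 and 238 here against the paper's 509 (307 down and 202 up), 752 (421 and 331) and 237 (135 and 102). With edgeR's filterByExpr, set before the data were examined, the numbers were 509 (307 and 202), 752 (421 and 331) and 237 (135 and 102), the same as the paper's in each of the 3 comparisons. The filter of more than 10 counts in at least 1 library reached the paper's numbers in Δ*pnp* versus *pnp*+, 307 down and 202 up. The edgeR 4 test reached the paper's 237 in *PNPT1*_*Ec*_ versus Δ*pnp*, but with 137 down and 100 up against 135 and 102. The fit without rRNA and tRNA genes reached the paper's 421 down-regulated genes in *PNPT1*_*Ec*_ versus *pnp*+. It gave 324 up-regulated genes and 745 DEGs there, against 331 and 752 in the paper.

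The paper states that *rnhA*, *recG* and *topA* are equally expressed with and without hPNPase. Between *PNPT1*_*Ec*_ and Δ*pnp* no difference was detected, with log2 fold changes of -0.15, 0.00 and -0.12. Against *pnp*+, *topA* was lower in *PNPT1*_*Ec*_ by a log2 fold change of -0.86 (FDR = 0.00292 in edgeR's quasi-likelihood F-test) and *recG* was higher by 0.50 (FDR = 0.00217 in edgeR's quasi-likelihood F-test). Neither reached the DEG limit of 1. In Δ*pnp*, which has no hPNPase, *topA* had -0.75 (FDR = 0.00788) and *recG* 0.50 (FDR = 0.00305 in the same test). These shifts against *pnp*+ are therefore no sign of an effect of hPNPase.

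The paper states that most genes with the highest relative expression in *PNPT1*_*Ec*_ belong to the SOS response. This was the case in *PNPT1*_*Ec*_ versus Δ*pnp*, where 6 of the 7 DEGs with a log2 fold change above 3 were SOS genes. Against *pnp*+, 5 of the 21 DEGs above 3 were on the LexA list, and the 3 highest were *metW*, *metZ* and *metV*. The paper also states that the largest decreases belong to the *tna*, *tdc* and *glpABC* genes. This held for 11 of the 12 DEGs below -3 in *PNPT1*_*Ec*_ versus Δ*pnp*, the other being *pnp*, and for 7 of 35 in *PNPT1*_*Ec*_ versus *pnp*+. *tdcC* (-2.99) and *tdcG* (-2.53) were above that limit in *PNPT1*_*Ec*_ versus Δ*pnp*.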

Other observations

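The tests of other splits, of expression level and of the most abundant genes were set before the data were examined; the patterns in Δ*pnp* replicate 2 and in the genes without counts were seen before the tests of them were chosen.

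Δ*pnp* replicate 2 lay nearer to *pnp*+ than the other Δ*pnp* cultures did. On the line from the *pnp*+ mean (0) to the mean of the other Δ*pnp* cultures (1), over the DEGs called without the culture in question, replicate 2 stood at 0.545, while replicates 1 and 3, placed the same way, stood at 1.12 and 1.14. RNA from *pnp*+ mixed into the library would raise *pnp* as well. Over the other genes, replicate 2 lay 45.5% of the way to *pnp*+ on the log2 scale, which is not itself a share of RNA. On the CPM scale, *pnp* implied a share of -6.98%, which no mixture gives. A mislabelled *pnp*+ culture would carry the *pnp* of *pnp*+, but the Δ*pnp* replicates 1 and 3 had 1.29 times the *pnp* CPM of replicate 2, which was thus the lowest of the 3. With the libraries thinned to the smallest total (10908531), the position was 0.544, and that of replicates 1 and 3 was 1.12 and 1.14. Thinning hardly touched replicate 2 (11820567), but the other cultures did not move towards it at equal depth, which argues against depth. With library size only, the position was 0.534. That check is weak, since a change of scaling shifts genes of both directions alike. A single scaling factor, however, leaves the correlation of log2 CPM across genes nearly unchanged. The correlation with the 3 *pnp*+ cultures was 0.952 to 0.963 for replicate 2, 0.911 to 0.930 for replicate 1 and 0.908 to 0.925 for replicate 3. These values argue against scaling. The deviation of replicate 2 rose with gene length across genes (Spearman's rho 0.145; genes are not independent replicates), and it correlated with that of *pnp*+ replicate 3 (Pearson's r 0.216 across genes), with that of *PNPT1*_*Ec*_ replicate 3 (0.227) and, negatively, with that of *PNPT1*_*Ec*_ replicate 1 (-0.348), so the relation was not particular to 1 culture. None of these relations is strong, and the position cannot be told apart from an effect of gene length or from a state shared between cultures. GC content was not tested. The design gives no condition that sets this culture apart, so no biological explanation was tested. The number of DEGs in Δ*pnp* versus *pnp*+ was 756 without this culture and 510 with it.

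In 10 splits of the 6 libraries of each comparison into 3 and 3, the real one included, 4 part the 3 same-numbered pairs. Of those 4, 1 gave as many DEGs in Δ*pnp* versus *pnp*+, 1 in *PNPT1*_*Ec*_ versus *pnp*+ and 1 in *PNPT1*_*Ec*_ versus Δ*pnp*, the real split each time; with 4 splits the share cannot fall under 0.05. The other splits gave 0 DEGs. At an unadjusted p under 0.05, the 3 other comparable splits gave 43 to 463 genes in Δ*pnp* versus *pnp*+, 12 to 25 in *PNPT1*_*Ec*_ versus *pnp*+ and 29 to 153 in *PNPT1*_*Ec*_ versus Δ*pnp*, against 2237, 2497 and 1101 in the real splits. The other 6 splits of each comparison keep some same-numbered cultures on one side.

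Leaving out rRNA and tRNA genes changed the number of DEGs by a factor of at most 1.04. The rRNA genes held 0.906% to 2.84% of the counts of a library and the tRNA genes 0.939% to 3.50%, too little for this check to rule out an effect of abundant genes. *ssrA*, which took up to 8.77% of a library, was kept.

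A hypothesis tested here was that transcripts placed in a more stable category with hPNPase than in Δ*pnp* in Supplemental Table S2 also have a higher level in *PNPT1*_*Ec*_. Across 4069 genes, Spearman's rho between the category difference and the log2 fold change was 0.09 (p = 1e-04, the smallest that 10000 permutations of genes can give; genes are not independent replicates). The median log2 fold change was 0.06 for the 1718 genes in a more stable category, 0.03 for the 2324 in the same category and -0.21 for the 27 in a less stable one. The relation was confined to genes with low expression: rho was 0.22 in the lowest of 3 groups by average expression (p = 1e-04), 0.04 in the middle one (p = 0.188) and -0.0121 in the highest (p = 0.651). In genes with an average log2 CPM of at least 5 it was 0.011 (permutation p = 0.599). With 1 library left out, rho over all genes ranged from 0.04 to 0.17. The relation depended on the group by expression and was not found among well expressed genes, so the hypothesis was not borne out there; why it was present in the lowest group was not tested.

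The 246 genes with 0 counts in the 9 libraries were not scattered. Of the 225 with a position on MG1655, 193 lay in 17 runs of at least 5 neighbouring genes, against 0 in each of 1000 shuffled orders; the longest held 38 genes, from *yjgZ* to *fimF* (4501260 to 4548272). The median length of the genes without counts was 0.768 times that of the counted ones (627 against 816 bp), and short genes alone would not lie side by side. This suggests that parts of the K12 MG1655 chromosome are missing from the C-1a background, whose reads were mapped on it; the C-1a genome was not used here. Transcripts that C-1a has and MG1655 lacks would be missing from the table, and no gene count can show them.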
